# Production of selenium nanoparticles occurs through an interconnected pathway of sulphur metabolism and oxidative stress response in *Pseudomonas putida* KT2440

**DOI:** 10.1111/1751-7915.14215

**Published:** 2023-01-22

**Authors:** Roberto Avendaño, Said Muñoz‐Montero, Diego Rojas‐Gätjens, Paola Fuentes‐Schweizer, Sofía Vieto, Rafael Montenegro, Manuel Salvador, Rufus Frew, Juhyun Kim, Max Chavarría, Jose I. Jiménez

## Abstract

The soil bacterium *Pseudomonas putida* KT2440 has been shown to produce selenium nanoparticles aerobically from selenite; however, the molecular actors involved in this process are unknown. Here, through a combination of genetic and analytical techniques, we report the first insights into selenite metabolism in this bacterium. Our results suggest that the reduction of selenite occurs through an interconnected metabolic network involving central metabolic reactions, sulphur metabolism, and the response to oxidative stress. Genes such as *sucA*, D2HGDH and PP_3148 revealed that the 2‐ketoglutarate and glutamate metabolism is important to convert selenite into selenium. On the other hand, mutations affecting the activity of the sulphite reductase decreased the bacteria's ability to transform selenite. Other genes related to sulphur metabolism (*ssuEF*, *sfnCE*, *sqrR*, *sqr* and *pdo2*) and stress response (*gqr*, *lsfA*, *ahpCF* and *sadI*) were also identified as involved in selenite transformation. Interestingly, suppression of genes *sqrR*, *sqr* and *pdo2* resulted in the production of selenium nanoparticles at a higher rate than the wild‐type strain, which is of biotechnological interest. The data provided in this study brings us closer to understanding the metabolism of selenium in bacteria and offers new targets for the development of biotechnological tools for the production of selenium nanoparticles.

## INTRODUCTION

Selenium (Se) is a metalloid element with multiple applications in health and industry. Nanometric selenium has shown varied biological activities, including anticancer, antibacterial and protective agent for DNA against UV damage (Cremonini et al., 2016; Khurana et al., 2019; Rayman, 2008). In industry, elemental selenium is used to manufacture fertilizers, semiconductors and sensors or to be combined with other metals for electronics, imaging or photovoltaics (Chaudhary & Mehta, 2014). Considering the increased interest in using selenium in high‐tech applications (Nayak et al., 2021), treatment systems should not only aim to remove dissolved selenium but also consider recovering valuable nanoparticles in order to transition to a circular economy. In this sense, one of the methodologies that have recently attracted attention is the use of microorganisms to carry out the bioreduction of selenium oxyanions (i.e. selenate, selenite) to elemental selenium.

Several environmental bacteria have shown the ability to perform selenate and selenite reduction (Staicu & Barton, 2021). A representative example is *Thauera selenatis* (Macy et al., 1993), which reduces selenate to selenite via anaerobic respiration. Other bacteria from different genera have demonstrated the ability to reduce selenite to elemental selenium aerobically. These include species of *Pseudomonas* (Avendaño et al., 2016), *Comamonas* (Tan et al., 2018; Zheng et al., 2014), *Enterobacter* (Song et al., 2017), *Azospirillum* (Tugarova et al., 2020), *Bacillus* (Lampis et al., 2014) *Shewanella* (Klonowska et al., 2005; Li et al., 2014) and *Burkholderia* (Khoei et al., 2017) among others.

Despite many reports have shown the potential of bacteria for the treatment of water and soil contaminated with selenium, many aspects of how bacteria carry out this bioreduction process are still unclear. In most cases, only a few pieces of the metabolic puzzle are known and studies have been limited to bacteria such as *Escherichia coli*, *Salmonella typhimurium*, *Rhodobacter sphaeroides* and *Thauera selenatis* among others. Published works point to different selenate and selenite reduction mechanisms that include oxidative stress response (Bébien et al., 2001, 2002; Kessi, 2006; Tan et al., 2018; Yasir et al., 2020), sulphur metabolism (Tan et al., 2018; Yasir et al., 2020), as well as the participation of selenate and nitrite reductases in anaerobic bacteria (Butler et al., 2012; Debieux et al., 2011; DeMoll‐Decker & Macy, 1993; Krafft et al., 2000; Schröder et al., 1997). In *E. coli* and *Rhodospirillum rubrum* it has been shown that glutathione is a fundamental actor in a process combining abiotic chemical reactions and enzymes (Kessi & Hanselmann, 2004).

In general terms, there is a partial knowledge of mechanisms of reduction of selenium oxyanions in bacteria; however, there are many other cases of species with potential and very attractive characteristics for the bioremediation of selenium, for which there is no mechanistic information available. One of them is *Pseudomonas putida* KT2440, a bacterium whose ability to reduce selenite to selenium results in a distinct red phenotype (exemplified by Figure 1A; Avendaño et al., 2016). This soil bacterium is particularly interesting in biotechnology and specifically in reducing processes (Nikel & de Lorenzo, 2018; Nikel et al., 2016). One of these characteristics is that its central carbon metabolism is adapted to produce a high reducing power (Chavarría et al., 2013; Nikel et al., 2015, 2021), due to a sugar catabolism funnelled through the EDEMP cycle that directs the carbon flux to NADPH‐forming reactions (Nikel & Chavarría, 2015). The resulting NADPH is responsible for maintaining glutathione in its reduced form, and as a consequence, *P. putida* has high reducing power and greater resistance to oxidative stress (Chavarría et al., 2013; Nikel et al., 2015, 2021). This metabolic capacity could be used for the implementation of reduction reactions such as the transformation of oxyanions (e.g. selenite, tellurite) to their respective elemental species (Se^0^, Te^0^) (Montenegro et al., 2021; Vieto et al., 2021).

**FIGURE 1:**
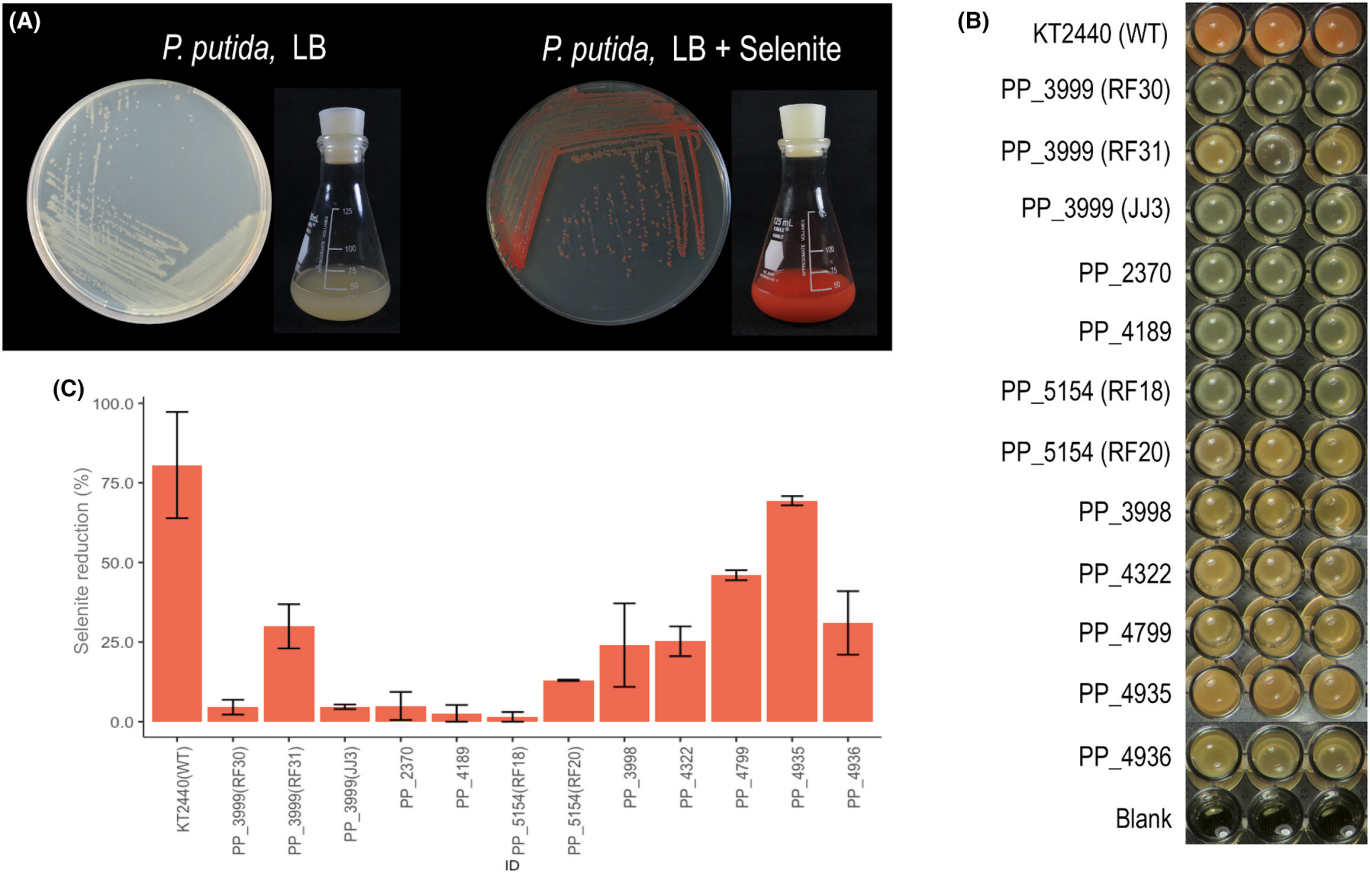
Growth of *Pseudomonas putida* KT2440 and Se‐delayed mutants in lysogeny broth (LB) broth in the presence of selenite (1 mM). (A) Photographs of *P. putida* KT2440 (WT) in both solid and liquid LB medium in the absence and presence of selenite. The photographs were taken after 24 h of growth. (B) Photographs of *P. putida* KT2440 (WT) and the 12 Se‐delayed mutants grown in LB culture medium in a microplate after 24 h. (C) Percentages of conversion of selenite to selenium by *P. putida* KT2440 and the 12 Se‐delayed mutants in LB culture medium after 24 h of growth. The average of three replicates is presented as a bar chart and the error was calculated as the standard deviation of the results. Percentages were calculated against the maximum reduction determined for the WT strain.

In this work, we have identified a collection of genes involved in selenite reduction in *P. putida* KT2440 through random mutagenesis, phenotypic analyses, determination of the selenite transformed and RNA sequencing. Our results indicate that selenite reduction takes place by the involvement of activities related to sulphur metabolism, central metabolic reactions and the resistance to oxidative stress. We have also identified activities that compete with selenite reduction, and shown that knock outs in the corresponding genes result in faster selenium nanoparticle formation, which could lead to biotechnological applications of *P. putida* for the detoxification and valorisation of selenite waste.

## EXPERIMENTAL PROCEDURES

### Bacterial strains, plasmids, culture media and growth conditions

*Pseudomonas putida* KT2440 was cultured aerobically in lysogeny broth (LB) broth at 30°C with orbital shaking at 150 rpm. *E. coli* strains were cultured in LB broth at 37°C with orbital shaking at 200 rpm. *E. coli* CC118λpir (pBAM1) (Martínez‐García et al., 2011) medium was supplemented with ampicillin (100 μg/ml) and kanamycin (50 μg/ml) while *E. coli* HB101 (pRK600) medium was supplemented with chloramphenicol (30 μg/mL). All chemicals were purchased from Sigma‐Aldrich.

### Mutagenesis with pBAM1

Mutagenesis of *P. putida* KT2440 by random insertion of miniTn5 transposons was conducted as described in (Martínez‐García et al., 2011). Briefly, pBAM was transferred to *P. putida* via triparental mating using *E. coli* CC118λpir (pBAM1) as a donor and *E. coli* HB101 (pRK600) as a helper. Each strain was grown independently overnight in LB broth and the cell pellet of 1 ml of each culture was washed with 1 ml of LB three times before resuspending in 100 μl of LB and mixed with the other strains. 100 μl of the mixture were deposited on a 0.22 μm nitrocellulose filter on a LB plate and incubated overnight at 30°C. After conjugation the cells on the filter were recovered by resuspending in 1 ml of LB and plated in selective media containing *Pseudomonas* Isolation Agar (Gifco), kanamycin and 1 mM sodium selenite. Plates were incubated at 30°C until colonies achieved an observable phenotype. The location of the Tn5 insertions was determined using arbitrary PCR of genomic DNA obtained from cell colonies as described previously (Das et al., 2005; Martínez‐García et al., 2011). PCR products were subject to Sanger sequencing and the resulting sequences were subject of blast (Altschul et al., 1990) against the *P. putida* KT2440 genome.

### Cloning of genes from *P. putida* KT2440 for complementation tests

For mutant complementation the protocol described by Montenegro et al. (2021) was used. Briefly the DNA sequence encoding the respective gene for each mutant (see Table 1) of *P. putida* KT2440 was amplified directly from the chromosome of the bacterium with their corresponding primers (see Table S3). The resulting amplicon was digested (see Table S3), and further ligated to the polylinker of the expression plasmid pSEVA438 as an either EcoRI/HindIII or BamHI/HindIII fragment (see Table S3) and subsequently transformed and propagated in *E. coli* DH5α. To verify the ligation, we replated colonies in fresh media with streptomycin (Sm 100 μg ml^−1^); a colony PCR was performed with the respective primers for each gene. After verifying the ligation of the plasmid we transformed the construct into the Se‐delayed mutants (See Table 1). Se‐delayed mutants were also transformed with the empty backbone (pSEVA438) as a control. To establish if the genetic complementation of the mutant was enough for acquiring the WT phenotype again, we grew preinocula of the mutants complemented and with the empty backbone (pSEVA438) overnight in Luria‐Bertani (LB) as described above. Optical density (OD) was measured and adjusted to 0.05 in fresh media supplemented with selenite (1 mM), Sm (100 μg ml^−1^) and 3‐methylbenzoate (3 MB, 0.5 mM). Strains were incubated with orbital shaking at 175 rpm at 30°C. Phenotype was analysed after 24 h of incubation.

**Table 1:** Genes mutated in *Pseudomonas putida* KT2440 by insertion of a kanamycin resistance cassette selected by phenotype.

Mutant ID	Locus tag	Gene name	Function of the disrupted gene	Metabolic pathway	Phenotype
RF30	PP_3999	*cysG*	Uroporphyrin‐III C‐methyltransferase	Sulphur metabolism/Porphyrins	Delayed
RF31	PP_3999	*cysG*	Uroporphyrin‐III C‐methyltransferase		
JJ3	PP_3999	*cysG*	Uroporphyrin‐III C‐methyltransferase		
JJ7	PP_2370		Hypothetical conserved protein	Sulphur metabolism	
JJ13	PP_0051	*sqrR*	Putative dependant sigma‐54 transcriptional regulator		Fast
JJ33	PP_0052	*pdo2*	Persulphide dioxygenase		
JJ14	PP_0053	*sqr*	Sulphide‐quinone oxidoreductase		
RF16	PP_4189	*sucA*	2‐oxoglutarate dehydrogenase	Central metabolism/Glutathione biosynthesis	Delayed
RF18	PP_5154	D2HGDH	D‐2‐hydroxyglutarate dehydrogenase		
RF20	PP_5154	D2HGDH	D‐2‐hydroxyglutarate dehydrogenase		
RF4	PP_3998	*gqr*	Glutathionyl‐hydroquinone reductase	Glutathione biosynthesis	
JJ24	PP_4322	*ccmF*	Holocytochrome *C* synthetase	Cytochrome *c* biosynthesis	Delayed
RF24	PP_4799	—	Muranoyltetrapeptide carboxypeptidase	Membrane structure	Delayed
RF29	PP_4935	*msbA*	lipid transporter ABC ATPase		
JJ5	PP_4936	*wzy*	O‐antigen polymerase		

### Growth curves of the mutants during selenite reduction

The effect of the mutations on *P. putida* KT2440 cultured in the presence or absence of selenite was assessed by monitoring growth kinetics at 600 nm (OD600) of the WT and mutants in 96 well microtiter plates (Surface Nunclon™) using a Sinergy H1 Hybrid Multi‐Mode microplate reader (BioTek). For this, cultures of the WT or each mutant were diluted to an initial optical density at 600 nm (OD600) of approximately 0.05 in fresh medium with 0 and 1 mM sodium selenite in a volume of 200 μl per well. Microplates were incubated at 30°C for 24 h with continuous orbital shaking and measurement of optical density every 10 min. Each growth curve consisted of three biological replicates. Photos of the plates were taken at 24 h of the experiment to record the coloration of the medium.

### Determination of colony‐forming units

*Pseudomonas putida* KT2440 and mutant strains were grown overnight in LB at 175 rpm and 30°C. These cultures were diluted to an initial OD600 of approximately 0.05 in fresh 25 ml of LB medium containing selenite (1 mM) and incubated in the same conditions for 24 h. Samples were taken each 2.5 h and each sample was serially diluted from 10^0^ to 10^−8^ in phosphate‐buffered saline (PBS) and plated onto Triptone soy agar (TSA) plates. Colonies were counted after 24 h of incubation at 30°C and the CFU ml^−1^ of three biological replicates were calculated.

### Determination of residual selenite amount by Flame Atomic Absorption Spectroscopy

Selenite reduction was recorded by analysis of residual selenite in the culture medium. For this, 3 L Erlenmeyer flasks with 500 ml of LB supplemented with 1 mM selenite were inoculated with *P. putida* KT2440 (initial OD of 0.05). The mutants were grown at 30°C and 150 rpm for 24 h. For Se‐delayed mutants, 15 ml aliquots of the cell suspension were taken at 0 h and 24 h during bacterial growth, while for mutants with the capacity to produce selenium more rapidly, samples were taken between 0 h and 20 h with intervals of 2.5 h. OD600 of samples was measured, and the cells were collected by centrifugation (10 min, 4000 *g*, 4°C). The supernatant was then carefully transferred to a new 15 ml tube and stored at −25°C until further analysis. For analytical determinations, supernatants were filtered on mixed cellulose ester syringe filters (0.20 μm; ADVANTEC®) and analysed using an atomic absorption spectrometer (AA240FS + 240Z; Varian Inc.). The wavelength (nm) used for selenium was 196.026. Selenite solutions were prepared from a 1000 mg/L standard solution (Tritrisol‐Merck). Appropriate dilutions were made to prepare the standards, which were stored in polyethylene flasks under refrigeration. The average of three replicates is presented in the bars and the error was calculated as the standard deviation of the results.

### RNA sequencing experiments

*Pseudomonas putida* KT2440 was precultured overnight in LB medium, and the culture was then diluted 100‐fold in the same medium and grown to OD600 of 0.2. Samples were then either cultured further without additional modifications or treated with 1 mM selenite for 1 h. Transcription in each culture was halted by spiking a high concentration of rifampicin (200 μg/ml). Total RNA was isolated from 1 ml of cells from each culture using a miRNeasy kit (Qiagen) with some modifications. The collected pellets were resuspended into 0.1 ml Tris–HCl (pH 7.5) containing lysozyme (2 mg/ml) and incubated for 10 min at 37°C. The lysate was processed according to manufacturer's instructions. RNase‐free DNase (Qiagen) treatment was performed during the RNA isolation procedure to eliminate residual DNA and the quality of isolated RNAs was evaluated using a 2100 Bioanalyzer System (Agilent). To obtain transcriptional profile at the genome‐wide level, libraries of cDNA with an average size of 200 nucleotides obtained from two independent replicates per condition were sequenced using a HiSeq 2000 platform (Illumina) by Novogene Corporation. Raw data (fastq files) was uploaded to the NCBI's database GEO with accession number GSE214391.

The DESeq2 package version 1.34.0 was used for normalization and differential expression analysis between control and treatment samples following mapping and counting, with effect size shrinkage using the ‘apeglm’ approach (Zhu et al., 2019) (Data can be accessed in Supplementary Files [Data S1 and S2] ‘Selenite.RawCounts.csv’ and ‘FPKM_log2_All.csv’; reproducibility between experiments is shown in Figure S15). Gene annotation was carried out using the tool of the DESeq2 package and the appropriate file (gtf) from the assembly (GCA_000014625.1). Genes with a log‐Fold Change >2 and adjusted *p*‐value <0.05 were considered differentially expressed (DEGs). DEGs were functionally classified using the goseq R package version 1.46 (Young et al., 2010) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/) (Kanehisa & Goto, 2000). GO annotation and KEGG classifications were downloaded from the *Pseudomonas* Community Annotation Project (PseudoCAP).

## RESULTS

### Phenotypes and growth rates of mutants involved in selenite reduction

A total of 15 mutants related to selenium metabolism were obtained (Table 1). Twelve mutants (in genes *cysG*, PP_2370, *sucA*, *D2HGDH*, *gqr*, *ccmF*, *ldcA*, *msbA* and *wzy*) had a phenotype delayed in the production of elemental selenium nanoparticles, meaning that the colonies had a white to pink colour during the first 24 h when cultured in LB medium with 1 mM selenite (Figure 1B). This lack of reddish coloration denotes that these mutants cannot generate elemental selenium at the same rate or yield as *P. putida* KT2440. In the remainder of the manuscript, we will refer to these mutants as ‘Se‐delayed mutants’. The rest of the mutants (*sqrR*, *sqr* and *pdo2*) were capable of producing selenium at a higher rate than the wild‐type (WT) strain (Figure 2A, B and Video S1). When observed in an LB culture with 1 mM selenite, they turned reddish noticeably faster than the WT strain. In the remainder of the manuscript, we will refer to these mutants as ‘fast mutants’.

**FIGURE 2:**
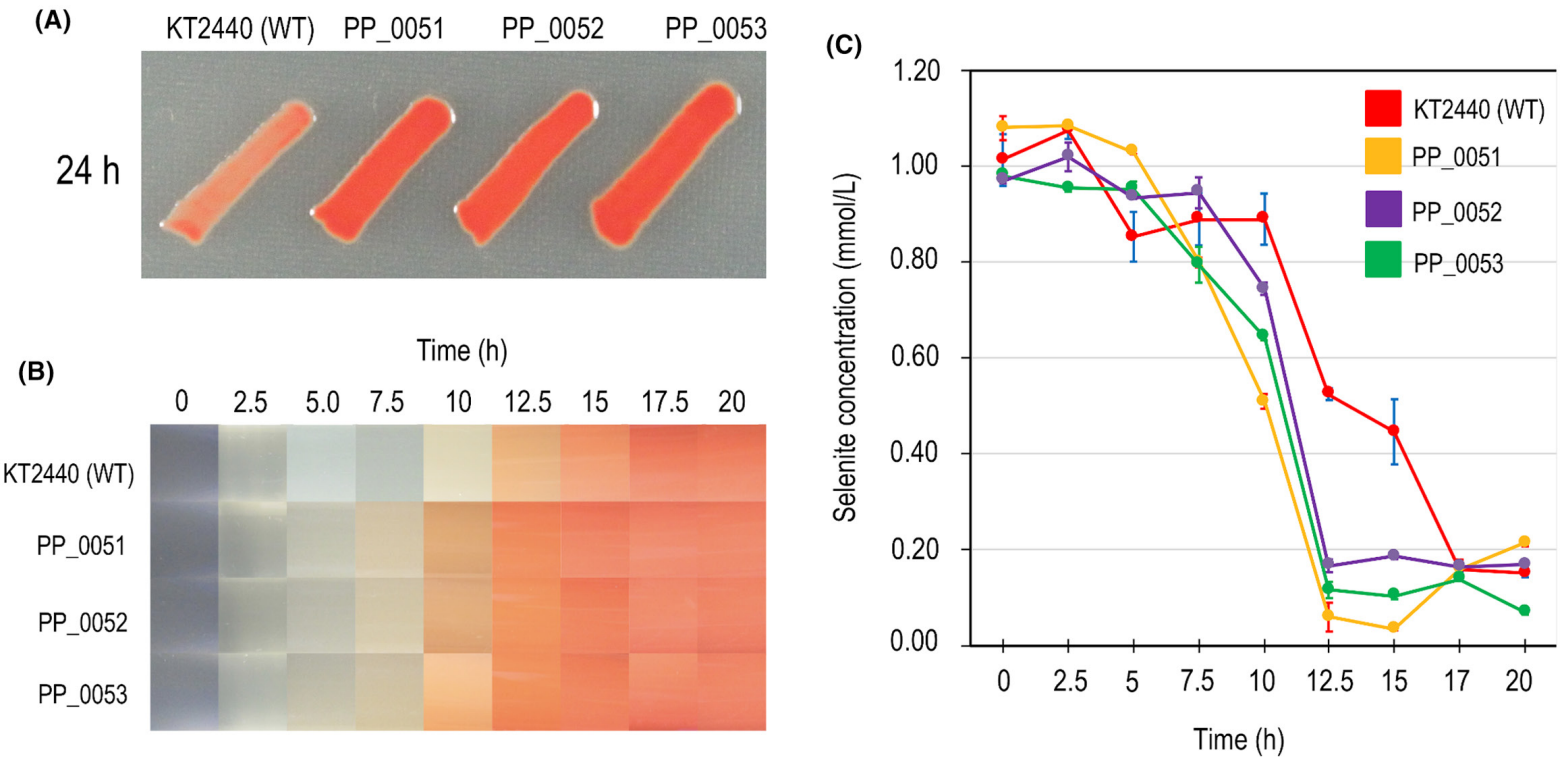
Growth of *Pseudomonas putida* KT2440 and fast mutants in lysogeny broth (LB) broth in the presence of selenite (1 mM). (A) Photographs of *P. putida* KT2440 (WT) in solid LB medium in the presence of selenite. The photographs were taken after 24 h of growth. (B) Heat map of selenite reduction in *P. putida* KT2440 and fast mutants. The heat map was made using the photographs from Video S1. (C) Kinetics of selenite reduction in *P. putida* KT2440 and fast mutants measured by Flame Atomic Absorption Spectroscopy during 20 h. As can be seen both in the photographs and in the reduction kinetics, the PP_0051, PP_0052 and PP_0053 mutants reduce selenite more quickly.

The growth of the Se‐delayed mutants in LB medium without selenite showed in all cases a growth rate similar to the WT strain except for the *sucA* mutant (PP_4189), which showed a very slight reduction in the growth rate and the formation of biomass (Figure S1A). This phenotype is not surprising since *sucA* encodes the enzyme 2‐oxoglutarate dehydrogenase, a key enzyme in the Krebs cycle. In the presence of selenite, three mutants appear to have a slower growth rate than the WT strain, including again the *sucA* mutant. The other two mutants correspond to disruptions in genes *ccmF* (encoding a holocytochrome *C* synthetase) and *wzy* (enconding an O‐antigen polymerase). In the presence of selenite, the final optical density was highly variable among mutants (Figure S1B). This phenomenon occurs because elemental selenium also absorbs or scatters radiation at 600 nm and the values measured correspond to cell growth and variable amounts of elemental selenium. We discerned the specific effect of mutations on cell growth determining colony‐forming units (CFU) of all strains in the presence of 1 mM selenite (Figure S2A). The results showed that there are no differences in CFUs between the WT strain and the mutants for at least 22 h of growth, hence variations observed in absorbance at 600 nm were due to the formation of selenium nanoparticles. As mentioned above, three mutants showed a very noticeable phenotype in Petri dishes and liquid cultures: these mutants turned reddish faster than *P. putida* KT2440 (Figure 2A,B and Video S1). These fast mutants were affected in the genes *sqrR* (encoding a putative dependent sigma‐54 transcriptional regulator), *sqr* (encoding a sulphide‐quinone oxidoreductase) and *pdo2* (encoding a persulphide dioxygenase). Growth curves of these mutants in LB medium (Figure S3A) indicated that their growth rate was similar to the WT strain. In the presence of selenite, a rapid increase in optical density was observed at 600 nm due to the rapid production of selenium nanoparticles (Figure S3B). This effect began to be visible after 4 h for the three mutants. It is clear that the difference in the optical density observed in Figure S3B was a product of the absorbance or dispersion of the selenium nanoparticles and not due to the accelerated growth of the mutants since in the absence of selenite (Figure S3A), no changes were observed in the growth of these mutants compared to the WT. As mentioned above, CFU kinetics (Figure S2B) showed no differences in growth between the WT and the three fast mutants, suggesting that the mutations in the *sqrR*, *sqr* and *pdo2* genes resulted in an accelerated production of selenium nanoparticles and not in an increase in growth rates.

The reduction of selenite to elemental selenium in the mutants was monitored by determining the amount of selenite remaining in LB cultures using Flame Atomic Absorption Spectroscopy (FAAS). For mutants delayed in selenite reduction, the presence of this oxyanion in the culture medium was determined after 24 h of growth. As expected, all Se‐delayed mutants had lower bioconversion values than the WT strain (Figure 1C). However, results suggest that none of the mutated genes was essential for this process since (i) in all the cases it was possible to observe some bioconversion after 24 h (Figure 1C) and (ii) after 48 h of growth, all of these mutants manged to reach a reddish coloration almost of the same intensity as the WT (Figure S4), suggesting that there is more than one pathway to reduce selenite. Therefore, it is important to clarify that the term delayed does not denote a complete inability to metabolize selenite but rather denotes a limited ability to reduce selenite at the same rate as the WT strain.

To corroborate the differences in the conversion rate of selenite between mutants *sqrR*, *sqr* and *pdo2* compared to the WT strain, we determined in LB cultures enriched with 1 mM selenite the remaining content of oxyanion in the culture medium between 0–20 h of growth at intervals of 2.5 h (Figure 2C). Results showed that mutants *sqrR*, *sqr* and *pdo2* started the reduction process several hours earlier than the WT strain; however, the yield of selenium nanoparticles was the same in all cases (WT and mutants) after 17.5 h (Figure 2B, C and Video S1). In our previous study (Avendaño et al., 2016), we concluded that the selenite reduction process in *P. putida* KT2440 begins in the middle‐exponential phase; however, in *sqrR*, *sqr* and *pdo2* mutants, the reduction is activated at the beginning of the exponential phase.

Using the data from Figure 2C, we determined the rate of transformation of selenite in mmol ${\mathrm{SeO}}_{3}^{-2}\;L^{-1}\;h^{-1}{\mathrm{OD}}_{600}^{-1}$. For this calculation, a linear model was assumed during biotransformation and a zero order of reaction. Furthermore, the concentration values were normalized with respect to the optical density. With this estimation, a transformation speed was obtained for the WT strain of 0.086 ± 0.020 mmol ${\mathrm{SeO}}_{3}^{-2}\;L^{-1}\;h^{-1}{\mathrm{OD}}_{600}^{-1}$, while for *sqrR*, *sqr* and *pdo2* mutants, speeds between 2.2 and 3.6 times higher were obtained (0.307 ± 0.067 mmol ${\mathrm{SeO}}_{3}^{-2}\;L^{-1}\;h^{-1}{\mathrm{OD}}_{600}^{-1}$, 0.197 ± 0.025 mmol ${\mathrm{SeO}}_{3}^{-2}\;L^{-1}\;h^{-1}{\mathrm{OD}}_{600}^{-1}$ and 0.193 ± 0.021 mmol ${\mathrm{SeO}}_{3}^{-2}\;L^{-1}\;h^{-1}{\mathrm{OD}}_{600}^{-1}$, respectively).

### Complementation experiments in trans

In order to validate whether the observed differences in selenium formation were due to the absence of each gene individually, we ran complementation tests. For these experiments, we constructed plasmids using the pSEVA438 plasmid (Silva‐Rocha et al., 2013) in which genes *cysG*, *sucA*, *D2HGDH*, *gqr*, *ccmF*, *ldcA*, *msbA* and *wzy* were individually expressed under the control of a promoter inducible with 3‐methylbenzoate (3 MB; see Experimental Procedures). These plasmids were introduced within the corresponding mutant, that is, each mutant was complemented with its respective gene in trans. For example, for the *cysG* mutant, a plasmid pSEVA438‐*cysG* was constructed, electroporated and the gene expressed after induction with 3 MB. As seen in Figure S5, mutants with the empty vector (i.e. pSEVA438) maintain the delayed phenotype in selenite reduction (first row in the figure). However, when the mutants were complemented with the respective gene cloned in the plasmid and induced with 3 MB, the selenite reduction was restored to the levels of the WT strain (second row in Figure S5). These results validate those shown in Figure 1B,C and demonstrate the involvement of these genes in selenite metabolism in *P. putida* KT2440.

### Transcriptional analysis of WT *P. putida* KT2440 in the absence and presence of selenite

We investigated the global transcriptional response to selenite of *P. putida* KT2440 preparing RNAseq libraries of cultures grown in the presence of the oxyanion. We extracted the RNA from cultures growing on LB in the exponential phase in the absence of selenite as a control or exposed to 1 mM selenite for 1 h. Libraries were prepared from two independent biological replicates in each case. 

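The counts behind the transcriptomic results cover 5729 genes in 4 samples of *P. putida* KT2440: 2 independent cultures in LB (LB replicates 1 and 2) and 2 independent cultures in LB exposed to 1 mM selenite for 1 h (selenite replicates 1 and 2).

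RNA was isolated with a miRNeasy kit according to the methods, while the sample labels name another Qiagen kit, for bacterial RNA.

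After removal of low-quality reads, the authors mapped the reads to the KT2440 genome and counted them per gene. The deposited values are these raw counts, without normalization. The aligner, the counting tool and the use of strand are not given in the sources used here, so reads of overlapping or antisense genes may be shared.

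The counts summed to 15103638 and 15211614 in LB replicates 1 and 2, and to 16677956 and 16144252 in selenite replicates 1 and 2. Within a condition the replicates differed by more than counting noise, with a chi-square per degree of freedom of 5.30 over 5560 genes in LB and of 5.07 over 5561 genes with selenite. The paper describes the replicates as independent cultures, and each was kept as a separate sample.

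For the values given beside the results, counts were scaled by TMM and 5670 genes passed edgeR's filter on low counts. Selenite was compared with LB by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and levels are CPM after TMM scaling, as mean ± SD with n = 2. Standard errors were derived from the log2 fold change and the F of the quasi-likelihood test. The biological coefficient of variation between replicates was 8.18%. The paper used DESeq2 on the same counts.

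Differentially expressed genes were defined by the thresholds of the paper, an adjusted p under 0.05 and a log2 fold change above 2 or below −2.

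Groups of genes were tested as lists fixed before the data were examined, with camera at a preset correlation between genes and adjustment over 32 lists. With the correlation estimated from the data no list passed, and the lowest adjusted p was 0.408. That test rests on the 2 residual degrees of freedom of the design, so it could hardly pass any list and does not set lists apart. The sulphur oxidation and SOS lists had estimated correlations of −0.26 and −0.11 and did not pass either. Other estimates were high, such as 0.986 for cytochrome *bc*1 and the first *cbb*3 oxidase, 0.925 for iron-sulphur cluster assembly and 0.756 for ribosomal proteins. The preset of 0.01 treats the genes of such lists as nearly independent, so the p of camera at the preset may be too small for them. The test fry, which sets a list against no change, passed all lists but glutathione (adjusted p = 0.105) and the prophage clusters (adjusted p = 0.109). Gene names are those of the paper or its Data S1, and other genes are given by locus tag.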

We obtained an average of 17.6 million reads per sample, and after the removal of low‐quality reads, 93.7% of reads were mapped to the genome of *P. putida* KT2440 (NC_002947.4) (Belda et al., 2016). 

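In the deposited table the counts assigned to genes averaged 15.8 M per sample, against the 17.6 M reads per sample that the paper reports. All values given here rest on the counts. Genes of ribosomal RNA took 0.269% and 2.43% of the counts in LB replicates 1 and 2, and 4.54% and 1.99% in selenite replicates 1 and 2, so their share varied between cultures of one condition. The 10 largest genes of a sample held between 25.5% and 26.1% of its counts, and the tag PP_tm01 alone held between 12.3% and 14.1%. Between 5717 and 5720 genes had at least 1 count in a given sample.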

Reads aligned with most open reading frames except PP_1099, PP_1149 and PP_2463.

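PP_1099, PP_1149 and PP_2463 had 0 counts in each of the 4 samples. They were the only tags without counts among 5564 locus tags of the form used for protein-coding genes. Another 5 tags, PP_mr10, PP_mr16, PP_mr38, PP_mr49 and PP_mr54, also had 0 counts throughout, which brings the number of genes without reads to 8 of 5729.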

Many genes were differentially expressed in response to exposure to selenite (Figure 3). They were classified according to their functional categories using the COG database (Figure 4; Tables S1 and S2). 

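One hour of selenite raised the expression of 90 genes and lowered that of 62 past the thresholds of the paper. The strongest increases were in the *mexEF-oprN* efflux operon (PP_3425 to PP_3427), the *ahpCF* peroxidase genes (PP_2439 and PP_2440), PP_0235 and PP_0236, and the sulphone monooxygenase gene PP_2773. The ranking took genes with an adjusted p under 0.05, samples that do not overlap and a mean of at least 50 counts in the higher group. Among its 10 largest increases, 8 are genes that the paper names. The other 2, PP_5496 and PP_1662, had log2 fold changes of 3.56 (standard error 0.19, adjusted p = 4.52e-05 from edgeR's quasi-likelihood test) and 3.56 (standard error 0.16, adjusted p = 6.61e-11 from the same test). The strongest decreases were in the arginine deiminase genes (PP_0999 to PP_1001), the cytochrome oxidase genes PP_4251 to PP_4253, PP_1319 of the cytochrome *bc*1 operon, and PP_0998, PP_3332 and PP_4838; the paper names 7 of these 10.

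PP_0998 fell from 706 ± 18.2 CPM (SD, n = 2) in LB to 35.0 ± 1.77 CPM (SD, n = 2), a log2 fold change of −4.34 (standard error 0.06, adjusted p = 8.11e-16 from edgeR's quasi-likelihood test). PP_3332 fell from 160 ± 60.8 CPM (SD, n = 2) in LB to 6.31 ± 1.24 CPM (SD, n = 2) and PP_4838 from 927 ± 564 CPM (SD, n = 2) to 55.5 ± 1.22 CPM (SD, n = 2). The log2 fold changes of these 2 were −4.66 (standard error 0.57, adjusted p = 0.0215 from edgeR's quasi-likelihood test) and −4.06 (standard error 0.72, adjusted p = 0.0425 from the same test), and over all alternatives they ran from −5.02 to −3.82 for PP_3332 and from −4.60 to −2.84 for PP_4838, whose LB replicates had 529 and 1326 CPM. Neither passed with a replicate block or when a selenite replicate was left out, with adjusted p up to 0.218 for PP_3332 and 0.292 for PP_4838.

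Without the threshold on the fold change, 1723 genes were higher and 1689 lower at an adjusted p under 0.05, of 5670 tested, against 1214 higher and 1436 lower with DESeq2, the tool of the paper. The balance also depends on the scaling: with total counts only, the median of all genes moved to 0.25 on the log2 scale, 2783 genes were higher and 938 lower, and the share of higher calls went from 50.5% to 74.8%, with 118 genes above and 52 below the thresholds. In 2381 genes both selenite replicates lay above both LB replicates and in 2199 they lay below, together 80.8% of the genes, where chance gives 33.3%.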

We detected overexpression of 2 functional categories while 7 functional categories were underrepresented in the presence of selenite. Several functions were enriched in each condition (Figure 5; corresponding KEGG pathways are shown in Figures [Link], [Link]). 

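Transporter genes and genes for the use of organic sulphur were higher in the 2 cultures with selenite than in the 2 LB cultures. Of the 14 ABC transporter genes drawn in Figure 5, 13 rose and 1 fell, with a median log2 fold change of 2.34 (camera, adjusted p = 3.54e-06; adjusted p = 0.408 with an estimated correlation). The study chose these genes on the same samples, so their count is not independent evidence of the direction. PP_3528 rose from 8.17 ± 0.832 CPM (SD, n = 2) in LB to 63.3 ± 9.19 CPM (SD, n = 2) with selenite, a log2 fold change of 2.95 (standard error 0.13, adjusted p = 1.00e-08 from edgeR's quasi-likelihood test). PP_4867 had a log2 fold change of 2.40 (standard error 0.06, adjusted p = 1.13e-13 from the same test), PP_2628 one of 2.26 (standard error 0.06, adjusted p = 1.79e-13) and PP_4863 one of 2.05 (standard error 0.09, adjusted p = 3.17e-11). The member that fell was *caiX* (PP_0304), from 52.5 ± 1.13 to 12.3 ± 0.674 CPM (SD, n = 2), at a log2 fold change of −2.09 (standard error 0.08, adjusted p = 2.48e-11 from edgeR's quasi-likelihood test).

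Of 10 genes for the uptake and use of taurine and sulphonates, 8 rose, none fell and 2 did not pass (8 also when adjusted over the list alone), with a median log2 fold change of 0.95 (camera, adjusted p = 0.000547; adjusted p = 0.408 with an estimated correlation). The smallest increase that passed in this list was that of PP_0238, at a log2 fold change of 0.45 (standard error 0.16, adjusted p = 0.0244 from edgeR's quasi-likelihood test), and PP_0239 (0.49, adjusted p = 0.104) and PP_0240 (0.12, adjusted p = 0.475) did not pass the same test. The largest changes, 2.06, 2.83 and 4.31, were those of PP_0232, PP_0233 and PP_0236, which the study named on the same samples. The p of the list is therefore not independent of that choice.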

Exposure to selenite triggered the expression of transporters (or more broadly membrane associated proteins) and genes related to sulphur metabolism. The exposure to selenite led to the underexpression of metabolic functions involved in the metabolism of amino acids and oxidative phosphorylation. 

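Genes of the respiratory chain and of the ATP synthase fell together with selenite. All 13 genes of NADH dehydrogenase I were lower (13 also when adjusted over the list alone), with a median log2 fold change of −0.78 (camera, adjusted p = 6.73e-06; adjusted p = 0.408 with an estimated correlation). All 9 genes of the ATP synthase were lower (9 over the list alone as well), at a median of −1.79 (camera, adjusted p = 6.56e-06; adjusted p = 0.408 with an estimated correlation). The ATP synthase gene PP_5414 went from 1888 ± 90.0 CPM (SD, n = 2) in LB to 479 ± 35.0 CPM (SD, n = 2) with selenite, a log2 fold change of −1.98 (standard error 0.07, adjusted p = 3.80e-12 from edgeR's quasi-likelihood test). In NADH dehydrogenase I the decrease of PP_4121, −0.87 on the log2 scale (standard error 0.06, adjusted p = 7.17e-09 from the same test), was the largest and that of PP_4119, −0.12 (standard error 0.04, adjusted p = 0.0335), the smallest.

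Among 15 genes of terminal oxidases other than the one encoded by PP_4250 to PP_4253, 10 fell, 2 rose and 3 did not pass (11 and 2 when adjusted over the list alone), with a median of −0.91 (camera, adjusted p = 0.000253; adjusted p = 0.408 with an estimated correlation). PP_4258 had a log2 fold change of −2.30 (standard error 0.05, adjusted p = 1.66e-14 from edgeR's quasi-likelihood test), and PP_4650 and PP_4651 had −2.02 (standard error 0.07, adjusted p = 5.50e-12) and −1.94 (standard error 0.06, adjusted p = 1.62e-12). The genes that rose, PP_4256 and PP_4257, had log2 fold changes of 0.70 and 0.72. The decreases in NADH dehydrogenase I and the ATP synthase stayed within the threshold of −2 that the paper sets for differential expression.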

Again, the synthesis of extracellular selenium could have an impact on the membrane bound respiratory chain, preventing its correct functioning, which would affect the cellular metabolism as a whole. Moreover, the stress generated by selenite is likely to also affect metabolic processes.

**FIGURE 3:**
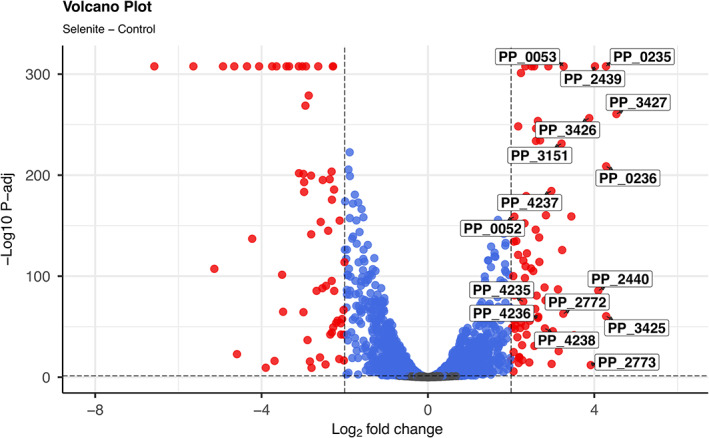
Transcriptional changes in the presence of selenite. Differential gene expression relative to control treatment is shown in the presence of selenite. Each point shows one gene. Red points show significantly differentially expressed genes (*p*‐adjusted <0.05 and log2 fold change >2). Labels correspond to genes discussed in the main text.

**FIGURE 4:**
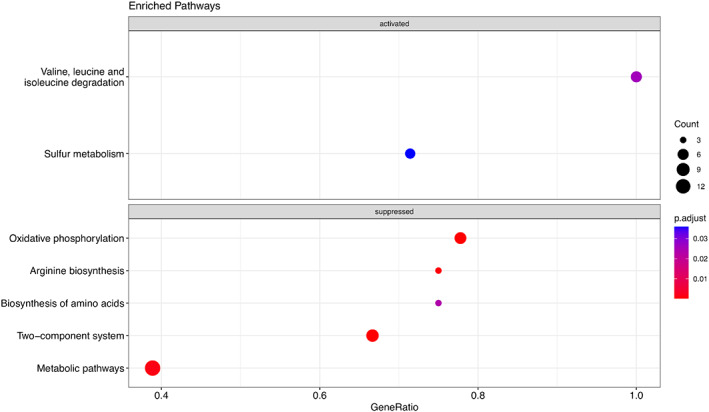
Enrichment pathways using KEGG database. Enrichment analysis was conducted comparing differentially expressed genes against the KEGG *P. putida* KT2440 database. Gene ratio corresponds to the fraction of differentially expressed genes in pathways.

**FIGURE 5:**
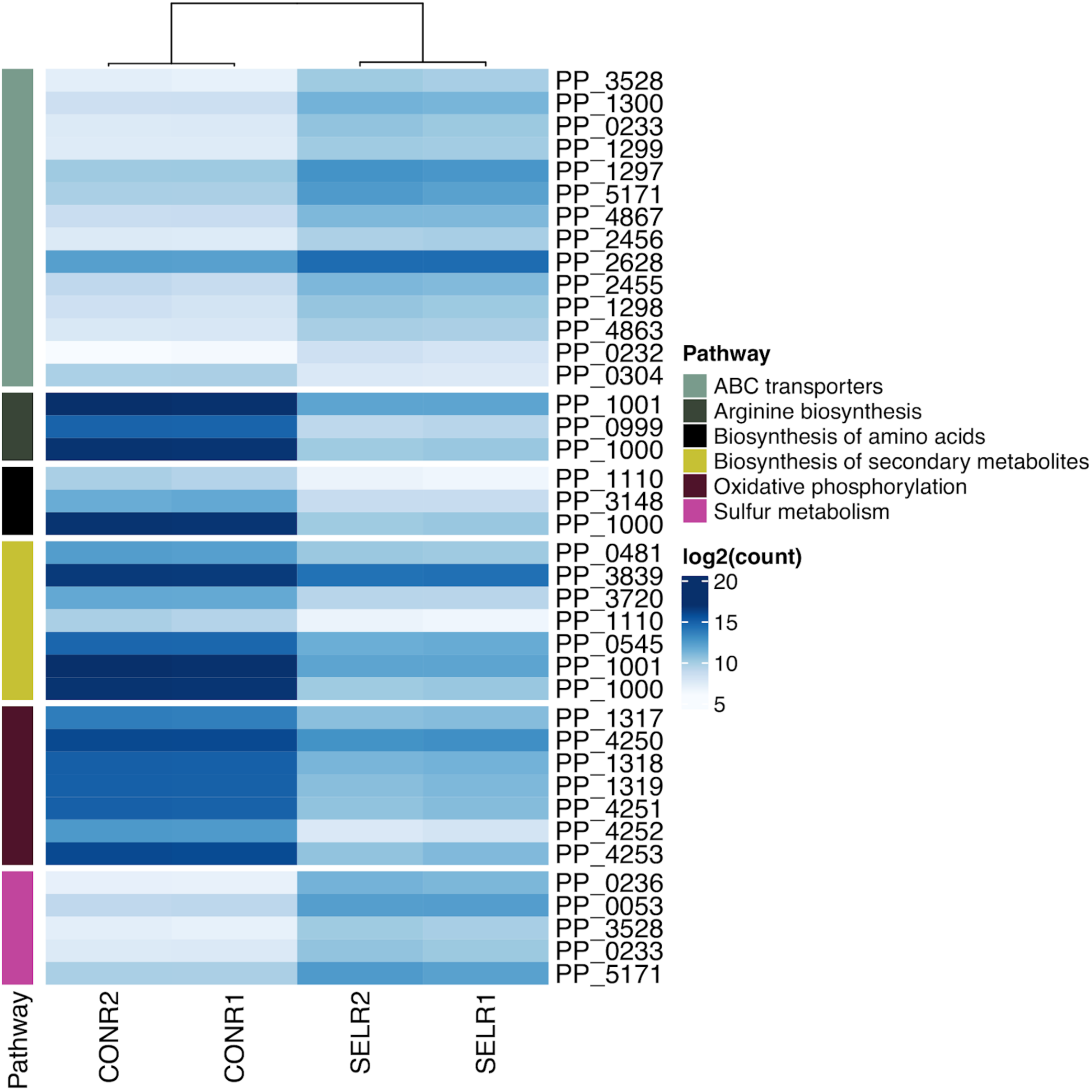
Heatmap representing selected pathways differentially expressed in the presence of selenite.

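Peroxide defence genes changed unevenly with selenite. Of 14 genes for defence against peroxide and superoxide, 8 rose, 3 fell and 3 did not pass (9 and 3 when adjusted over the list alone). The median log2 fold change was 0.23 and the list did not pass as a whole (camera, adjusted p = 0.117; adjusted p = 0.408 with an estimated correlation). The increases were steepest in the peroxidase genes *ahpC* (PP_2439), *ahpF* (PP_2440) and PP_0235. PP_0915 rose from 2575 ± 20.4 to 6772 ± 538 CPM (SD, n = 2), at a log2 fold change of 1.395 (standard error 0.05, adjusted p = 4.20e-11 from edgeR's quasi-likelihood test), and PP_0089 rose by 0.42 on the log2 scale (standard error 0.09, adjusted p = 0.00132 from the same test). Among the decreases that of *katA* (PP_0481) was the largest, at a log2 fold change of −2.11 (standard error 0.05, adjusted p = 1.06e-13 from the same test). PP_1210 fell from 1196 ± 43.6 to 560 ± 13.2 CPM (SD, n = 2), a log2 fold change of −1.09 (standard error 0.06, adjusted p = 5.81e-10 from edgeR's quasi-likelihood test). PP_0786 and PP_5215 moved little, with log2 fold changes of 0.16 and 0.17.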

When investigating specific genes, the expression profile was consistent with a response to mitigate oxidative stress (see Supplementary file FPKM_log2_All.csv). The most highly expressed genes included PP_3427, PP_3425 and PP_3426 encoding the multidrug efflux RND outer membrane protein OprN and the multidrug efflux RND transporter MexEF, which have been reported to be overexpressed in *P. putida* during the detoxification of formaldehyde (Roca et al., 2008). 

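The *mexEF-oprN* operon had some of the largest increases in the data set. *oprN* (PP_3427), which encodes the outer membrane channel of this efflux pump, rose from 9.47 ± 0.399 CPM (SD, n = 2) in LB to 223 ± 30.5 CPM (SD, n = 2) with selenite, a 23.5-fold change (log2 fold change 4.56, standard error 0.14, adjusted p = 4.92e-06 from edgeR's quasi-likelihood test). *mexE* (PP_3425) rose from 4.80 ± 0.753 to 96.8 ± 17.3 CPM (SD, n = 2), with a log2 fold change of 4.33 (standard error 0.22, adjusted p = 0.000102 from the same test), and *mexF* (PP_3426) from 19.7 ± 0.329 to 295 ± 43.8 CPM (SD, n = 2), with 3.902 (standard error 0.15, adjusted p = 0.000125). A second pump of this family, encoded by PP_1384 to PP_1386, rose less, from 1.39 to 1.62 on the log2 scale, and its gene PP_1386 had an adjusted p of 5.51e-14 from edgeR's quasi-likelihood test. All 6 genes of the 2 pumps were therefore higher (6 also when adjusted over the list alone), with a median log2 fold change of 2.76 (camera, adjusted p = 0.000117; adjusted p = 0.408 with an estimated correlation). For *mexE*, *mexF* and *oprN* both selenite replicates lay far above both LB replicates. The study named these genes on the same samples, and theirs are the larger changes of the list. Neither the median nor the p of the list is therefore independent of that choice.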

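Genes of alkyl hydroperoxide reductase and of 1 semialdehyde dehydrogenase were raised by selenite. *ahpC* (PP_2439), the peroxidase subunit of alkyl hydroperoxide reductase, went from 77.7 ± 1.23 CPM (SD, n = 2) in LB to 1278 ± 153 CPM (SD, n = 2) with selenite, a log2 fold change of 4.04 (standard error 0.09, adjusted p = 9.07e-13 from edgeR's quasi-likelihood test). Its reductase subunit *ahpF* (PP_2440) went from 13.7 ± 0.559 to 241 ± 42.6 CPM (SD, n = 2), a log2 fold change of 4.13 (standard error 0.22, adjusted p = 0.00139 from the same test). PP_0235, which Data S1 annotates as a peroxiredoxin of the alkyl hydroperoxide reductase C family, rose 19.7-fold, from 21.8 ± 2.55 to 432 ± 41.4 CPM (SD, n = 2), with a log2 fold change of 4.303 (standard error 0.11, adjusted p = 4.13e-06). *sadI* (PP_3151), which encodes a semialdehyde dehydrogenase, rose from 24.7 ± 1.04 to 233 ± 17.0 CPM (SD, n = 2), with a log2 fold change of 3.24 (standard error 0.07, adjusted p = 5.63e-14 from edgeR's quasi-likelihood test). In these 4 genes both selenite replicates lay above both LB replicates.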

Other highly expressed genes in presence of selenite encode the peroxidase LsfA, the alkyl hydroperoxide reductase AhpCF (PP_2439 and PP_2440) and the semialdehyde dehydrogenase SadI (PP_3151). 

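Genes for the use of sulphonates and sulphones and for disulphide bond formation rose with selenite. PP_0236, which Data S1 names *ssuE*, went from 7.52 ± 0.113 CPM (SD, n = 2) in LB to 149 ± 15.4 CPM (SD, n = 2) with selenite, a log2 fold change of 4.31 (standard error 0.10, adjusted p = 2.32e-12 from edgeR's quasi-likelihood test). Next to it, PP_0237 (*ssuA* in Data S1) rose from 7.34 ± 0.260 to 25.2 ± 0.517 CPM (SD, n = 2), a log2 fold change of 1.78 (standard error 0.11, adjusted p = 2.27e-09 from the same test). Of the genes assigned to the dimethyl sulphone monooxygenase, PP_2772 rose from 4.57 ± 0.603 to 44.7 ± 6.84 CPM (SD, n = 2), with a log2 fold change of 3.29 (standard error 0.15, adjusted p = 2.72e-09). PP_2773 had only 9 and 2 counts in LB replicates 1 and 2, against 136 and 98 with selenite. Its log2 fold change of 4.05 (standard error 0.38, adjusted p = 1.73e-06 from edgeR's quasi-likelihood test) ran over all alternatives from 3.16, with DESeq2 and shrinkage of type normal, to 5.42, without LB replicate 1.

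All 4 genes of the Dsb complex, PP_4235 to PP_4238, rose (4 also when adjusted over the list alone), with a median log2 fold change of 2.77 (camera, adjusted p = 0.00125; adjusted p = 0.408 with an estimated correlation). These genes were chosen by the study on the same samples, so the count is not independent evidence. PP_4237 rose most, from 20.4 ± 0.0896 to 162 ± 5.99 CPM (SD, n = 2), with a log2 fold change of 2.99 (standard error 0.06, adjusted p = 2.12e-14 from edgeR's quasi-likelihood test), and PP_4235 least, with 2.32 (standard error 0.08, adjusted p = 1.52e-11 from the same test).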

Some of the overexpressed genes involved in sulphur metabolism were the NAD(P)H‐dependent FMN alkanesulfonate monooxygenase SsuEF (PP_0235 and PP_0236), the putative dimethyl sulfone monooxygenase SfnCE (PP_2772 and PP_2773) and the disulphide bond forming complex Dsb (PP_4235, PP_4236, PP_4237 and PP_4238). 

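Among the genes found by mutagenesis, *sqr* (PP_0053), which encodes a sulphide-quinone oxidoreductase, and *pdo2* (PP_0052), which encodes a persulphide dioxygenase, rose past the thresholds, and so did PP_0054 of the same operon. *sqr* went from 33.0 ± 1.91 CPM (SD, n = 2) in LB to 321 ± 5.19 CPM (SD, n = 2) with selenite, a 9.74-fold change (log2 fold change 3.28, standard error 0.05, adjusted p = 3.51e-15 from edgeR's quasi-likelihood test). *pdo2* went from 76.3 ± 4.34 to 327 ± 10.4 CPM (SD, n = 2), with a log2 fold change of 2.10 (standard error 0.05, adjusted p = 6.63e-14 from the same test), and PP_0054 from 23.9 ± 1.12 to 124 ± 5.22 CPM (SD, n = 2), with 2.37 (standard error 0.06, adjusted p = 3.02e-13). The regulator gene *sqrR* (PP_0051) stayed at a similar level, with 42.7 ± 0.522 CPM in LB and 37.5 ± 1.55 CPM with selenite (SD, n = 2). Its log2 fold change of −0.19 (standard error 0.07, adjusted p = 0.0339 from edgeR's quasi-likelihood test) did not pass with DESeq2 (adjusted p = 0.139) and had the opposite sign with total counts only, at 0.04 (adjusted p = 0.711).

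Of the other genes of the screen, *ccmF* (PP_4322) fell from 616 ± 3.33 to 199 ± 5.50 CPM (SD, n = 2), a log2 fold change of −1.63 (standard error 0.05, adjusted p = 1.83e-12 from edgeR's quasi-likelihood test). *cysG* (PP_3999) and the gene of D2HGDH (PP_5154) fell by 0.29 and by 0.33 on the log2 scale (adjusted p = 2.67e-05 and 1.15e-05 from the same test), and neither passed with total counts only (adjusted p = 0.191 and 0.0527). *gqr* (PP_3998) had a log2 fold change of 0.29 (adjusted p = 0.00374) that did not pass with DESeq2 (adjusted p = 0.0521), and *msbA* (PP_4935) one of 0.11 (adjusted p = 0.0489; 0.333 with DESeq2). PP_2370, PP_4799 and *wzy* (PP_4936) did not pass, with log2 fold changes of 0.0039, 0.11 and −0.04, and *wzy* was at 0.18 with total counts only. The 12 mutated genes as a list, chosen by the study, held 4 that rose, 5 that fell and 3 that did not pass (4 and 5 over the list alone as well). Their median log2 fold change was −0.02 and their mean 0.17, and the list did not pass (camera, adjusted p = 0.752; adjusted p = 0.806 with an estimated correlation). In the list of *sqrR* and the operon, also chosen by the study, 3 of 4 genes rose and 1 fell (camera, adjusted p = 0.0362; adjusted p = 0.0506 with a replicate block and adjusted p = 0.408 with an estimated correlation).

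**Figure D1:**
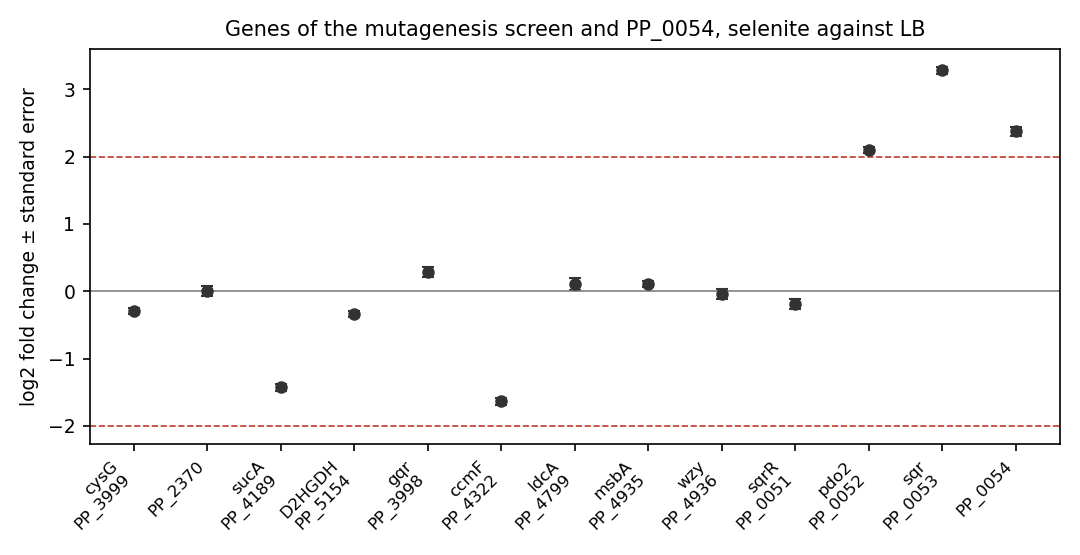
Log2 fold change (selenite against LB) of the 12 genes of the mutagenesis screen and of PP_0054, with bars of 1 standard error (n = 2 per condition) and dashed lines at the thresholds of 2 and −2. *pdo2*, *sqr* and PP_0054 lie above the upper line, and *sucA* and *ccmF* are the lowest points, above the lower line. *sqrR* and *wzy*, just below 0, change sign with total counts only.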

Of the genes identified in the mutagenesis screening, only *sqr* and *pdo2* (PP_0052 and PP_0053), together with the last gene in the operon they form (PP_0054) were significantly overexpressed in response to selenite (Figure 3). These genes are responsible for the fast phenotype when disrupted, which delay selenite reduction in the WT strain as their mutation leads to increase the rate of selenium production.

## DISCUSSION

### Genes related to 2‐ketoglutarate and glutamate metabolism participate in selenite reduction

*Pseudomonas putida* possesses a robust central metabolism capable of reconfiguring the metabolic fluxes towards NADPH‐producing reactions such as those catalysed by the enzymes Zwf and GntZ (Nikel et al., 2021). This cofactor is necessary for the action of the enzyme glutathione reductase (Gor, PP_3819) and to maintain glutathione in its reduced form and thus fight against oxidative stress. Since glutathione is a key molecule, it is presumable that any changes in its biosynthesis may alter the cellular capacity to resist oxidative stress and carry out reduction processes. Mutagenesis with Tn5 transposons combined with a screening in the presence of selenite allowed to obtain two mutants (*sucA* and *D2HGDH*) delayed in the reduction of selenite which, according to their metabolic functions, affect the 2‐ketoglutarate pool, a master regulator metabolite (Huergo & Dixon, 2015) and the starting point for glutamate and then glutathione biosynthesis. The first mutant had inactivated the *sucA* gene encoding the E1 subunit of 2‐ketoglutarate dehydrogenase. This enzyme is responsible for transforming 2‐ketoglutarate to succinyl‐CoA in the Krebs cycle, so it could be presumed that *sucA* is an essential gene. However, as seen in Figure S1, this mutant grew very similarly to the WT strain, what could be explained in different ways. First of all, our experiments were performed in LB rich medium, which can provide various carbon sources and synthesize essential metabolites from different metabolic steps. For example, Zhang et al. (2018) demonstrated that *P. putida* KT2440 could grow with L‐lysine as a carbon source using glutamate as an intermediate and a combination of enzymes that can transform 2‐ketoglutarate directly to succinate, that is, not via *sucA*. Secondly, in the absence of 2‐ketoglutarate dehydrogenase, an alternative pathway to the Krebs cycle has been reported in several bacterial species (Green et al., 2000; Xiong et al., 2014); therefore, we hypothesized that in *P. putida* a similar cycle with glutamate, gamma‐aminobutyric acid (GABA) and succinate semialdehyde could also be operating (Figure 6). According to the KEGG Pathway Database, in the genome of *P. putida* KT2440 the enzymes responsible for transforming GABA to succinate semialdehyde (PP_0214 and PP_2799) and succinate semialdehyde succinate (PP_0213, PP_2488, PP_3151 and PP_4422) are present. However, an enzyme with glutamate decarboxylase activity responsible for transforming glutamate to GABA has not been described. Although there is no annotated enzyme for this reaction in the literature, it has been described that several species of *Pseudomonas* are capable of synthesizing GABA (Dagorn et al., 2013). In the context of this work, we consider that in a *sucA* mutant, an alternative pathway could be present (represented in purple in Figure 6), causing a reduction in glutamate availability, which, in turn, could affect glutathione synthesis. In the WT strain glutamate synthesis is carried out from 2‐ketoglutarate of the tricarboxylic acid cycle, serine synthesis or proline degradation (Gryder & Adams, 1969; Revelles et al., 2005; Zhang et al., 2016) and the pool of glutamate is used for biosynthesis of glutamine, glutathione and porphyrins such as cytochrome *c* and siroheme. However, in the *sucA* mutant according to the model shown in Figure 6, 2‐ketoglutarate and glutamate metabolism would require a reconfiguration of the metabolic network. Interestingly, in the transcriptomic experiments the genes involved in the transformation from 2‐ketoglutarate to Succinyl‐Co‐A (i.e. *sucA*, *sucB* and *lpdA*), were underexpressed in the presence of selenite (Figure S11), which supports the results obtained in the mutagenesis. 

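The 3 genes of the 2-oxoglutarate dehydrogenase complex fell with selenite. *sucA* (PP_4189) went from 6336 ± 407 CPM (SD, n = 2) in LB to 2355 ± 131 CPM (SD, n = 2) with selenite, a log2 fold change of −1.43 (standard error 0.06, adjusted p = 6.57e-11 from edgeR's quasi-likelihood test). *sucB* (PP_4188) went from 3317 ± 215 to 1179 ± 90.9 CPM (SD, n = 2), with −1.49 (standard error 0.06, adjusted p = 3.73e-10 from the same test), and *lpdA* (PP_4187) from 4383 ± 213 to 2102 ± 124 CPM (SD, n = 2), with −1.06 (standard error 0.05, adjusted p = 5.03e-10). Each decrease exceeded the spread between replicates and stayed above the threshold of −2 on the log2 scale. PP_4186 and PP_4185, the neighbouring genes in the list of the tricarboxylic acid cycle, did not pass the test, with log2 fold changes of −0.06 and 0.05.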

Other central metabolic genes such as those encoding the succinate dehydrogenase and the pyruvate carboxylase (Figure S11) were also underexpressed, which supports the idea that the Krebs cycle and specifically 2‐oxoglutarate is involved in the reduction of selenite. It is possible that the presence of selenite generates oxidative stress affecting the pathways involved in glutathione synthesis, specifically in 2‐oxoglutarate and glutamate metabolism. 

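The 4 genes of succinate dehydrogenase and both genes of pyruvate carboxylase were lower with selenite. For succinate dehydrogenase the log2 fold changes ran from −1.37 in PP_4190 to −1.65 in PP_4192, which went from 454 ± 26.8 CPM (SD, n = 2) in LB to 144 ± 0.121 CPM (SD, n = 2) with selenite (standard error 0.04, adjusted p = 3.71e-13 from edgeR's quasi-likelihood test). In pyruvate carboxylase, PP_5346 went from 2257 ± 5.52 to 1045 ± 13.1 CPM (SD, n = 2), with a log2 fold change of −1.11 (standard error 0.05, adjusted p = 1.30e-10 from the same test). The change of PP_5347 was small, −0.21 (standard error 0.06, adjusted p = 0.0043), and it was 0.01 with total counts only (adjusted p = 0.886).

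Other genes of the cycle moved both ways. Of 20 genes of the tricarboxylic acid cycle, 10 fell, 4 rose and 6 did not pass (11 and 4 when adjusted over the list alone), and 7 of the 10 that fell are PP_4187 to PP_4193, which hold *lpdA*, *sucB*, *sucA* and succinate dehydrogenase. PP_2925 had the largest increase, 1.26 on the log2 scale (standard error 0.12, adjusted p = 3.21e-07 from edgeR's quasi-likelihood test), and PP_4011 rose by 0.55. The median of the list was −0.15, against 0.07 with total counts only, and the list did not pass (camera, adjusted p = 0.0526; adjusted p = 0.656 with an estimated correlation). Of 5 genes of anaplerosis and the glyoxylate shunt, 4 fell and 1 did not pass (4 over the list alone as well). Their median was −0.21, against 0.01 with total counts only (camera, adjusted p = 0.0412; adjusted p = 0.123 with total counts only and adjusted p = 0.408 with an estimated correlation).

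From the lower expression of the genes that turn 2-ketoglutarate into succinyl-CoA, which it sets beside the delayed *sucA* mutant, and of those of succinate dehydrogenase and pyruvate carboxylase, the paper draws support for the idea that the Krebs cycle and 2-oxoglutarate have a part in the reduction of selenite. It considers it possible that selenite causes oxidative stress that affects the pathways leading to glutathione.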

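A glutamine synthetase gene, PP_3148, was strongly lowered by selenite. It went from 210 ± 23.01 CPM (SD, n = 2) in LB to 26.6 ± 0.211 CPM (SD, n = 2), a 7.91-fold decrease (log2 fold change −2.98, standard error 0.08, adjusted p = 5.59e-10 from edgeR's quasi-likelihood test). Related genes of the same family did not move together. PP_5046 fell from 1393 ± 35.5 to 654 ± 32.2 CPM (SD, n = 2), with a log2 fold change of −1.09 (standard error 0.06, adjusted p = 7.30e-10 from the same test), whereas PP_2178 rose by 0.80 on the log2 scale (standard error 0.14, adjusted p = 0.000183) at a low level, 8.03 ± 0.829 CPM in LB and 14.0 ± 2.10 CPM with selenite (SD, n = 2). Of 6 genes of the glutamine synthetase family, 3 fell, 2 rose and 1 did not pass (3 and 2 over the list alone as well), and the list did not pass (median −0.24; camera, adjusted p = 0.317; adjusted p = 0.685 with an estimated correlation).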

Underexpression of gene PP_3148 in transcriptomic analysis (Figures 5 and 6), also supports this hypothesis. PP_3148 encodes a glutamine synthetase responsible for the transformation of glutamate to glutamine, which again reaffirms the participation of 2‐oxoglutarate and glutamate and their metabolism in selenite reduction. Interestingly, none of the genes with GOs related to glutathione metabolism (i.e. coding for enzymes using glutathione as cofactor) changed their expression levels in response to selenite.

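Genes for the synthesis and use of glutathione changed little with selenite. The 7 genes of this list that were tested had log2 fold changes between −0.64 and 0.30, and none was near the threshold of 2. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 4 of them were higher and 3 lower (4 and 3 over the list alone as well), and with total counts only 4 were higher and 1 lower. *gor* (PP_3819), which encodes glutathione reductase, had 352 ± 6.31 CPM (SD, n = 2) in LB and 397 ± 3.15 CPM (SD, n = 2) with selenite, a log2 fold change of 0.17 (standard error 0.05, adjusted p = 0.00623 from the same test). This call ended without LB replicate 1 (adjusted p = 0.0875). The largest change was that of PP_0183, a glutathione S-transferase gene in Data S1, from 112 ± 1.26 to 71.7 ± 0.0517 CPM (SD, n = 2), with −0.64 (standard error 0.05, adjusted p = 3.91e-08 from edgeR's quasi-likelihood test). PP_0335 had a log2 fold change of −0.32 (standard error 0.04, adjusted p = 1.00e-05) and did not pass with total counts only (adjusted p = 0.0671). The list did not pass as a whole (camera, adjusted p = 0.975; adjusted p = 0.983 with an estimated correlation); its median was 0.16, its mean −0.03 and the direction of its test downward, or upward with total counts only.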

**FIGURE 6:**
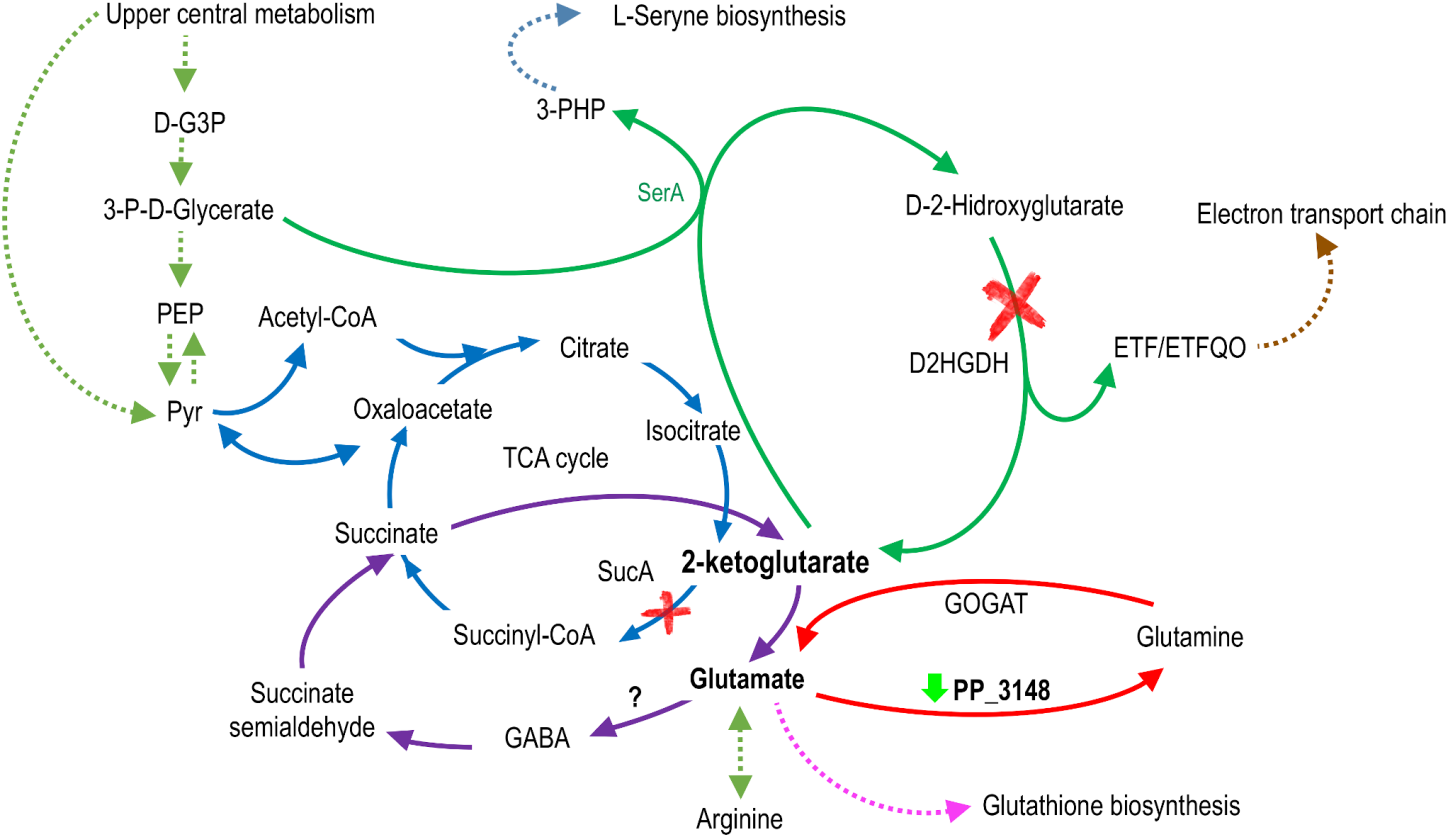
Reduced representation of 2‐ketoglutarate and glutamate metabolism in *Pseudomonas putida* KT2440. The mutation in the genes that encode the enzymes SucA and D2HGDH is represented with a red ‘X’. Mutation in these genes showed a delayed phenotype in selenite reduction. Both mutants correspond to enzymes related to the metabolism of 2‐ketoglutarate, a key metabolite that is part of the Krebs cycle (blue) and is the starting point for the synthesis of glutamate and glutathione. Furthermore, recent studies connect this metabolite with serine synthesis (green). An alternative route for the synthesis of succinate (purple) that is not through the enzyme SucA is also represented in the figure. In the transcriptomic analysis, genes that were differentially expressed in the presence of selenite were observed. One of them is PP_3148 that was underexpressed (downward green arrow) and encodes a glutamine synthetase.

A mutant in the D‐2‐hydroxyglutarate dehydrogenase (D2HGDH) showed a delayed phenotype in the selenite reduction process (Figure 6). We hypothesize that this mutation also affects the pool of 2‐ketoglutarate and glutamate. D2HGDH catalyses the reaction that converts D‐2‐hydroxyglutarate (D‐2‐HG) to 2‐ketoglutarate. D‐2‐HG is a key player in the central metabolism of *Pseudomonas* including *P. putida* KT2440 (Zhang et al., 2016). In these bacteria, the synthesis of L‐serine is initiated by the enzyme SerA, which couples the dehydrogenation of D‐3‐phosphoglycerate to 3‐phosphohydroxypyruvate and the reduction 2‐ketoglutarate to D‐2‐HG (Zhang et al., 2016) (see Figure 6). Subsequently, 2‐ketoglutarate is replenished from D‐2‐HG thanks to the D2HGDH activity (Zhang et al., 2016). We hypothesize that by inactivating the enzyme D2HGDH, 2‐ketoglutarate cannot be replaced from D‐2‐HG, affecting the pool of 2‐ketoglutarate and glutamate and as a consequence the biosynthesis of glutathione is also affected. This mutant not only allows us to strengthen our conclusions about the importance of 2‐ketoglutarate and glutamate metabolism in selenite reduction but also allows us to make a connection with the synthesis of other amino acids, such as serine. (Figure 6). The transcriptomic analysis also evidenced variations in the expression of genes related to the metabolism of serine. 

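Expression of PP_1110, a serine acetyltransferase gene, fell 7.95-fold with selenite, from 48.1 ± 8.20 CPM (SD, n = 2) in LB to 6.04 ± 0.674 CPM (SD, n = 2). Its log2 fold change was −2.99 (standard error 0.14, adjusted p = 2.76e-08 from edgeR's quasi-likelihood test). Serine acetyltransferase opens the route from serine to cysteine. PP_1110 was the only gene listed here for that step, so its fall does not describe the step as a whole. In the list of sulphate assimilation, which includes PP_1110, the later genes PP_4571 and PP_1654 moved little, and their log2 fold changes were −0.11 (standard error 0.05, adjusted p = 0.104 from the same test) and 0.39 (standard error 0.05, adjusted p = 1.93e-05). PP_1110 had the largest decrease of that list. Its neighbours PP_1111 and PP_1112 are among the genes that differed most between the 2 LB replicates, and PP_1110 itself differed between them by an SD of 8.20 CPM.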

The PP_1110 gene, underexpressed in the presence of selenite, encodes a serine acetyltransferase, an enzyme that links amino acid and sulphur metabolism.

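Selenite lowered some genes of arginine biosynthesis and raised others. Of 9 genes of the pathway from glutamate to arginine, 5 fell, 3 rose and 1 did not pass (6 and 3 when adjusted over the list alone). PP_4724 and PP_4723 fell most: PP_4724 from 237 ± 3.92 CPM (SD, n = 2) in LB to 116 ± 7.39 CPM (SD, n = 2), with a log2 fold change of −1.03 (standard error 0.05, adjusted p = 1.61e-10 from edgeR's quasi-likelihood test), and PP_4723 with −0.87 (standard error 0.06, adjusted p = 9.11e-09 from the same test). PP_0184, an argininosuccinate lyase gene in Data S1, fell by 0.64 on the log2 scale. PP_3633 rose from 2.82 ± 0.111 to 4.74 ± 0.0107 CPM (SD, n = 2), with 0.75 (standard error 0.19, adjusted p = 0.00326), and did not pass with DESeq2 (adjusted p = 0.0641). No gene of this list passed the thresholds of the paper on the fold change. The median of the list was −0.16, or 0.06 with total counts only, and the list did not pass (camera, adjusted p = 0.246; adjusted p = 0.656 with an estimated correlation).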

The differential expression of genes related to the biosynthesis of arginine obtained in the presence of selenite in the RNA sequencing experiments (Figures 4 and 5, Figure S7) also points to the participation of the metabolism of 2‐oxoglutarate and glutamate in the reduction of selenite since the biosynthesis of arginine is carried out from glutamate or glutamine. 

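The genes of the arginine deiminase pathway, PP_0999 to PP_1002, fell more than any other group tested. They were listed apart from arginine biosynthesis and are also in the list of low-oxygen marker genes. Without a measurement of density or oxygen, more oxygen left in slowed cultures cannot be told apart from a direct effect of selenite. PP_1000, of ornithine carbamoyltransferase, went from 7091 ± 131 CPM (SD, n = 2) in LB to 75.1 ± 7.42 CPM (SD, n = 2) with selenite, a 94.4-fold decrease and the largest change of all genes named by the fixed rule (log2 fold change −6.56, standard error 0.08, adjusted p = 3.01e-14 from edgeR's quasi-likelihood test). PP_0999, of carbamate kinase, went from 1800 ± 27.2 to 36.5 ± 4.21 CPM (SD, n = 2), with −5.62 (standard error 0.09, adjusted p = 1.66e-14 from the same test), and PP_1001, of arginine deiminase, from 7920 ± 249 to 263 ± 0.357 CPM (SD, n = 2), with −4.91 (standard error 0.05, adjusted p = 4.53e-17). PP_1002, the gene beside them, fell less, from 3765 ± 120 to 1033 ± 5.03 CPM (SD, n = 2), with −1.87 (standard error 0.05, adjusted p = 3.02e-13 from edgeR's quasi-likelihood test). The 4 genes together held 1.91% and 1.90% of all counts in LB replicates 1 and 2, and 0.152% in each selenite replicate. The first 3 were chosen by the study on the same samples; as a list of 4, all fell (4 over the list alone as well), with a median of −5.27 (camera, adjusted p = 0.000194; adjusted p = 0.408 with an estimated correlation).

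**Figure D2:**
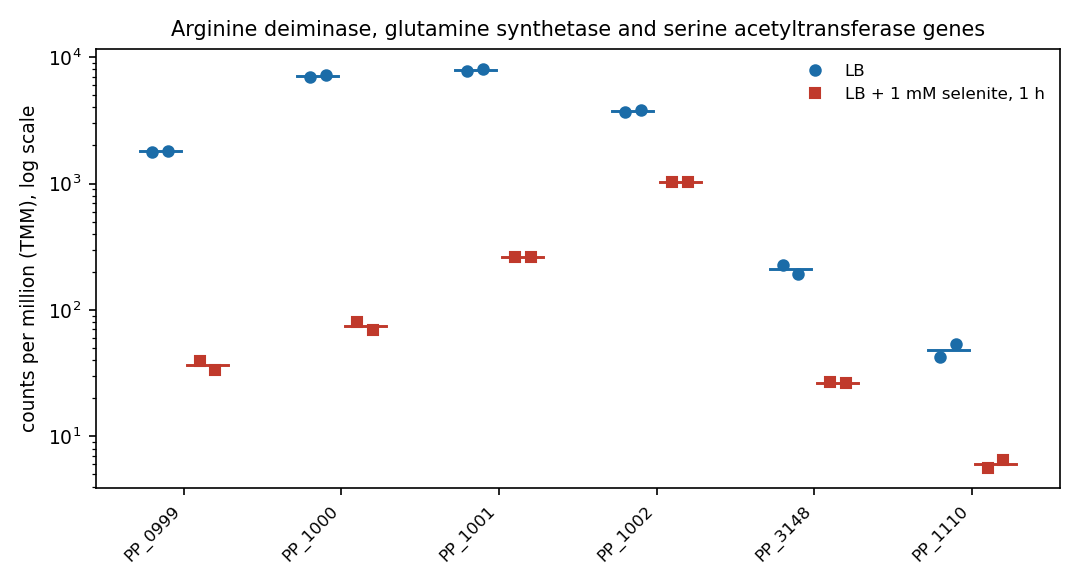
Expression in CPM (TMM, log scale) of PP_0999 to PP_1002, of PP_3148, a glutamine synthetase gene, and of PP_1110, a serine acetyltransferase gene. Circles are the 2 LB cultures, squares the 2 cultures with 1 mM selenite for 1 h, and lines the means. In each gene both squares lie below both circles, from 94.4-fold lower in PP_1000 to 3.65-fold lower in PP_1002.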

As seen in Figure 5 and Figure S7, in addition to glutamine synthetase (PP_3148; EC: 6.3.1.2), a carbamate kinase (PP_0999; EC: 2.7.2.2), an ornithine carbamoyl transferase (PP_1000; EC: 2.1.3.3), and an arginine deiminase (PP_1001; EC:3.5.3.6) involved in arginine biosynthesis were underexpressed in the presence of selenite.

### The response to oxidative stress is activated in the presence of selenite

The mutagenesis experiments allowed obtaining a Se‐delayed mutant with a truncated glutathionyl‐hydroquinone reductase (Gqr) gene. This class of enzymes are widely distributed in bacteria, halobacteria, fungi and plants and catalyse the reduction of glutathionyl‐hydroquinones to hydroquinones (Green et al., 2012). This enzyme belongs to the superfamily of glutathione transferases that are involved in cellular detoxification against harmful xenobiotics and endobiotics (Allocati et al., 2009). This reaction contributes to the regeneration of GSH (reduced glutathione) from GSSG (oxidized glutathione) (Figure 7), which is undoubtedly involved in the oxidative stress response. In the Gqr mutant this replenishment is blocked, possibly directly impacting the GSH pool and its oxidative stress response. According to the functions described in the literature, there is no doubt that Gqr is essential for the cellular response to oxidative stress generated by selenite in *P. putida*.

**FIGURE 7:**
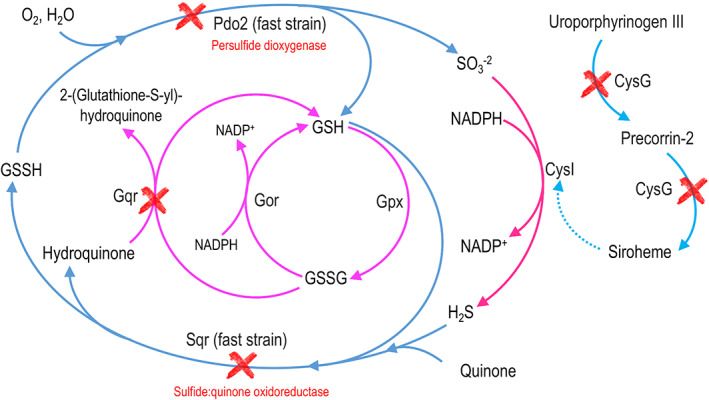
Reduced representation of sulphite and glutathione metabolism in *Pseudomonas putida* KT2440. The genes that were truncated in the mutagenesis experiments are marked with a red ‘X’. Mutations in genes *cysG* and *gqr* showed a delayed phenotype, while mutations in genes *sqr* and *pdo2* showed a fast phenotype in selenite reduction. Fast mutants were truncated in genes that recycle H_2_S (and maybe H_2_Se) to ${\mathrm{SO}}_{3}^{-2}$ (and maybe ${\mathrm{SeO}}_{3}^{-2}$), suggesting that sulphide:quinone oxidoreductase and persulphide dioxygenase constitute a pathway that competes with the reduction of selenite to elemental selenium. On the other hand, the mutation in *cysG* suggests an impairment in the activity of sulphite reductase CysI. A mutant in the PP_2370 gene (which forms an operon with *cysI*) was also obtained during mutagenesis, reinforcing the idea that the sulphite reductase activity is important for selenite reduction. The mutation in *gqr* also indicates the importance of glutathione metabolism in selenite reduction.

The transcriptomic analysis also reflected the overexpression of other genes related to the response to oxidative stress namely the peroxidase LsfA, the alkyl hydroperoxide reductase AhpCF (PP_2439 and PP_2440) and the semialdehyde dehydrogenase SadI (PP_3151) (Figure 3). Other genes related to oxidative stress such as those coding for the cytoplasmic catalases KatA (PP_0481), KatE (PP_0115) and KatG (PP_3668) were not differentially expressed. 

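Of the 3 catalase genes, *katA* (PP_0481) was the one that changed. It fell from 316 ± 14.1 CPM (SD, n = 2) in LB to 73.3 ± 3.79 CPM (SD, n = 2) with selenite, a 4.32-fold decrease (log2 fold change −2.11, standard error 0.05, adjusted p = 1.06e-13 from edgeR's quasi-likelihood test). *katE* (PP_0115) had 52.2 ± 3.76 CPM in LB and 50.8 ± 2.30 CPM with selenite (SD, n = 2), with a log2 fold change of −0.04 (standard error 0.07, adjusted p = 0.648 from the same test). *katG* (PP_3668) had 85.6 ± 3.33 and 92.5 ± 9.78 CPM (SD, n = 2), with 0.11 (standard error 0.07, adjusted p = 0.200). For *katE* and *katG* the difference between conditions was within the spread of the replicates with TMM scaling. With total counts only they were at 0.18 and 0.33, and both passed at an adjusted p under 0.05. *katA* was lower under every scaling, by 1.89 or more on the log2 scale.

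**Figure D3:**
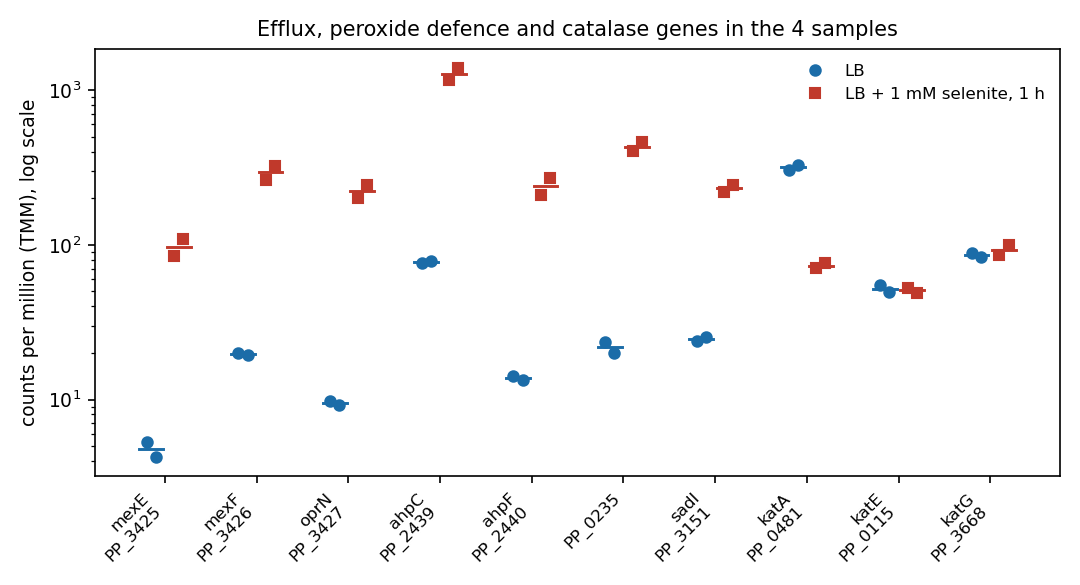
Expression in CPM (TMM, log scale) of the efflux genes *mexE*, *mexF* and *oprN*, the peroxidase genes *ahpC*, *ahpF* and PP_0235, *sadI* and the catalase genes. Circles are the 2 LB cultures, squares the 2 cultures with 1 mM selenite for 1 h, and lines the means. The first 7 genes lie higher with selenite, from 9.42-fold in *sadI* to 23.5-fold in *oprN*, *katA* lies 4.32-fold lower, and *katE* and *katG* overlap.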

Kaihami et al. (2014) reported that LsfA from the opportunistic pathogen *Pseudomonas aeruginosa* is endowed with thiol‐dependent peroxidase activity that protects the bacteria from H_2_O_2_. In *Pseudomonas fluorescens* it was also shown that this gene encodes an enzyme that has peroxidase and thioredoxin activity (Liu et al., 2015). Moreover, the alkyl hydroperoxide reductase AhpCF proved to be critical for survival of biofilm bacteria in *P. aeruginosa* in the presence of hydrogen peroxide (Panmanee & Hassett, 2009). The importance of AhpCF in resistance to oxidative stress has been well documented in several bacterial genera (Feng et al., 2020; Rocha & Smith, 1999; Wan et al., 2019). Therefore, the overexpression of the genes encoding LsfA and AhpCF in the presence of selenite, confirms that this oxyanion induces this component of the response to oxidative stress in *P. putida*.

### Sulphur metabolism is involved in selenite reduction

The non‐specific activity of some oxidoreductases on selenite is a controversial issue. It has been suggested that due to the structural similarity and chemical reactivity of species such as ${\mathrm{SO}}_{3}^{-2}$ and ${\mathrm{SeO}}_{3}^{-2}$, some enzymes can act on them in a non‐specific way. In the case of selenite, due to the proximity in the periodic table of sulphur and selenium, it is presumable that enzymes such as sulphite reductase (responsible for transforming sulphite to hydrogen sulphide; see Figure 7) can recognize selenite. In species of *Alcaligenes faecalis*, it was reported that selenite reduction occurs through the activity of proteins such as sulphite reductase and thioredoxin reductase (Wang et al., 2018). Moreover, the link between Se and S has also been shown in *Shewanella* sp. O23S, which is able to reduce ${\mathrm{SeO}}_{4}^{2-}$ and ${\mathrm{SeO}}_{3}^{2-}$ to Se^0^ particles with variable S content (Staicu et al., 2022). Our results indicate that sulphur metabolism is important for selenite reduction in *P. putida* KT2440. We isolated four mutants whose disrupted genes are related to sulphite reductase activity (mutants ID RF30, RF31, JJ3 and JJ7; Table 1). These mutants contained insertions in PP_2370 (unknown protein forming an operon with *cysI* encoding the Heme protein sulphite reductase, beta subunit) and *cysG* genes (PP_3999, encodes a Uroporphyrin‐III C‐methyltransferase) (Table 1). It is important to highlight that in the screening we isolated three mutants affected in *cysG* (Table 1, mutants ID RF30, RF31 and JJ3), which suggests that this gene is crucial for selenite reduction. It has previously been reported in *E. coli* that the sulphite reductase requires siroheme as a cofactor (Wu et al., 1991). Therefore, we hypothesize that the activity of the uroporphyrin‐III C‐methyltransferase is required for the synthesis of siroheme, a cofactor required for the action of the product encoded by *cysI*. Then, the hydrogen selenide produced by the activity of CysI may react with ambient oxygen in an abiotic manner, generating elemental selenium and superoxide as described in (Kessi & Hanselmann, 2004). We propose that the *cysI‐cysG* system performs at least partially the reduction of selenite to hydrogen selenide, following the pathway represented in Figure 7 for sulphur metabolism.

The involvement of sulphur metabolism in selenite reduction is supported by two other mutants obtained in this study: *sqr* (PP_0053), which encodes a sulphide‐quinone oxidoreductase and *pdo2*, which encodes a persulphide dioxygenase and whose function already has been experimentally demonstrated (Sattler et al., 2015; Shibata & Kobayashi, 2006). It is worth noting that we also isolated a mutant in the gene encoding for the putative transcriptional activator of the operon containing these genes (PP_0051). As shown in figure 7, the Sqr/Pdo2 system is responsible for recycling part of the H_2_S (and maybe H_2_Se) to ${\mathrm{SO}}_{3}^{-2}$ (and maybe ${\mathrm{SeO}}_{3}^{-2}$). The Sqr/Pdo2 system, which is opposed to the activity of the sulphite reductase, has been proposed as a mechanism responsible for maintaining the concentration of H_2_S (and maybe H_2_Se) in equilibrium between its formation and oxidation (Sattler et al., 2015). Consistent with this statement, Xia et al. (2017) suggested that the Sqr/Pdo system oxidizes the self‐produced sulphide to prevent its accumulation and volatilization as H_2_S. In the first step (catalysed by Sqr, Figure 7), the use of H_2_S is coupled with quinone and GSH to produce GSSH and hydroquinone. The sulphide‐quinone oxidoreductase activity of Sqr has been described in *P. putida* KT2440 (Shibata & Kobayashi, 2006) and its deletion led to a decrease in the intracellular catalase and ubiquinone‐H2 oxidase activity. In the second step, the enzyme Pdo2 oxidizes glutathione persulphide (GSSH) to sulphite and GSH (Sattler et al., 2015). Considering these two metabolic steps and the analogies between the chemistry of sulphur and selenium, it is reasonable to think that in the presence of selenite, the Sqr/Pdo2 system contributes to the maintenance of optimal H_2_Se levels. The overexpression of these genes in the presence of selenite suggests that processes, which may be considered antagonistic – selenite reduction and its prevention by, respectively, delayed and fast genes – act at the same time, possibly to ensure the appropriate balance of activities and usage of cofactors. As shown in Figure 2 and Video S1, the *sqr* and *pdo2* mutants metabolize selenite more rapidly than the WT, which suggests that blocking these two metabolic steps increases the availability of H_2_Se for its subsequent reduction to Se^0^. During this cyclical process (${\mathrm{SeO}}_{3}^{-2}$➔H_2_Se➔${\mathrm{SeO}}_{3}^{-2}$) mediated by Sqr/Pdo2, there is no net consumption of GSH. The identification of the enzymes Sqr and Pdo2 as targets to increase the production rate of selenium nanoparticles is of interest for the development of biotechnological tools.

The participation of sulphur metabolism in selenite reduction was also evidenced in transcriptomic experiments. Several genes related to sulphur metabolism were overexpressed including the NAD(P)H‐dependent FMN alkane sulfonate monooxygenase SsuEF, the putative dimethyl sulfone monooxygenase SfnCE and the disulphide bond forming complex Dsb (Figure 5 and Figure S6). 

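The response of sulphur genes was not uniform along the pathway from sulphate to cysteine. Of 13 genes for sulphate uptake and assimilation, 9 rose, 2 fell and 2 did not pass (9 and 2 over the list alone as well). The list did not pass as a whole (median log2 fold change 0.25; camera, adjusted p = 0.103; adjusted p = 0.408 with an estimated correlation). PP_1303 rose from 187 ± 0.830 CPM (SD, n = 2) in LB to 505 ± 25.1 CPM (SD, n = 2) with selenite, a log2 fold change of 1.43 (standard error 0.05, adjusted p = 4.46e-12 from edgeR's quasi-likelihood test). Its neighbour PP_1304 rose by 0.31 (standard error 0.06, adjusted p = 0.000272 from the same test). PP_2371, beside PP_2370, had a log2 fold change of 0.17 (standard error 0.05, adjusted p = 0.00804). In the Dsb group PP_4236 went from 7.65 ± 0.993 to 49.2 ± 4.85 CPM (SD, n = 2), with 2.68 (standard error 0.11, adjusted p = 6.08e-11 from edgeR's quasi-likelihood test), and PP_4238 from 4.80 ± 0.450 to 34.8 ± 2.89 CPM (SD, n = 2), with 2.85 (standard error 0.12, adjusted p = 3.93e-11).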

The involvement of genes related to disulphide bond formation is consistent with a previously proposed pathway for the biological reduction of selenite *in E. coli* (Kessi & Hanselmann, 2004). In this model, a sequence of transformations including the formation of molecules with S‐Se bonds is suggested. Transcriptomic experiments also revealed that exposure to selenite triggered the expression of membrane associated proteins related to sulphur (Figure 5). 

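Genes of the transporters for sulphate and taurine were higher with selenite. PP_5171, of the sulphate transporter, rose from 53.2 ± 0.358 CPM (SD, n = 2) in LB to 326 ± 49.4 CPM (SD, n = 2) with selenite, a log2 fold change of 2.62 (standard error 0.14, adjusted p = 0.000597 from edgeR's quasi-likelihood test). The genes next to it in the list of sulphate uptake rose less: PP_5170 by 0.87 (standard error 0.11, adjusted p = 1.05e-05 from the same test), PP_5169 by 0.31 and PP_5168 by 0.25 on the log2 scale. For taurine, *tauA* (PP_0233) went from 11.7 ± 0.553 to 83.4 ± 11.2 CPM (SD, n = 2), with a log2 fold change of 2.83 (standard error 0.11, adjusted p = 4.25e-09 from edgeR's quasi-likelihood test), and *tauB* (PP_0232) from 4.34 ± 0.410 to 18.2 ± 3.30 CPM (SD, n = 2), with 2.06 (standard error 0.16, adjusted p = 1.07e-07). PP_0231 and PP_0230, named *tauC* and *tauD* in Data S1, rose by 1.01 and 0.88 on the log2 scale (adjusted p = 0.000323 and 1.97e-05 from the same test).

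**Figure D4:**
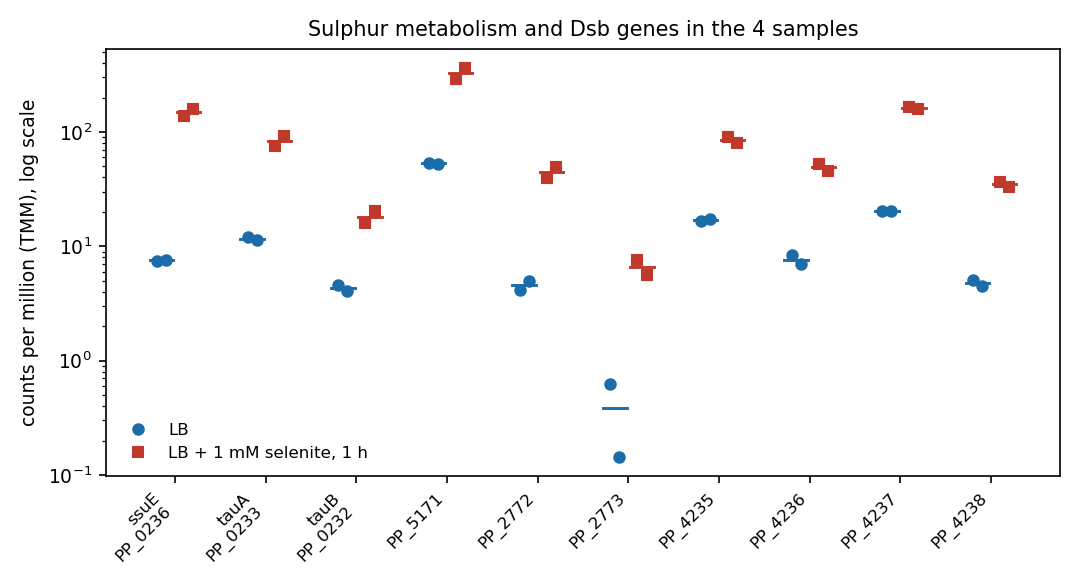
Expression in CPM (TMM, log scale) of the sulphonate gene PP_0236, the taurine and sulphate transporter genes, the sulphone monooxygenase genes PP_2772 and PP_2773 and the Dsb genes PP_4235 to PP_4238. Circles are the 2 LB cultures, squares the 2 cultures with 1 mM selenite for 1 h, and lines the means. In every gene both squares lie above both circles, from 4.18-fold in *tauB* to 19.8-fold in PP_0236.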

In the presence of selenite, it was possible to detect the overexpression of transporters related to the uptake of sulphate (PP_5171) and the sulphur compound taurine (PP_0232, PP_0233) (Figure 5 and Figure S6). Previous studies provided biochemical evidence supporting the involvement of a sulphate transporter in the transport of selenite and selenate in *E. coli* K‐12 (Lindblow‐Kull et al., 1985). Lusa et al. (2017) studied with a proteomic approach the putative selenite transport systems in two environmental isolates of *Pseudomonas*. The authors suggest two different transport mechanisms for Se(IV) uptake in these *Pseudomonas* sp. strains: a low affinity transport system up‐regulated by ${\mathrm{NO}}_{3}^{-}/{\mathrm{NO}}_{2}^{-}/{\mathrm{SO}}_{4}^{2-}$ and a distinct ${\mathrm{SeO}}_{3}^{2-}$ regulated transport system. Considering this information, it is presumable that the transporter PP_5171 may be involved in selenite uptake in *P. putida* KT2440, reaffirming the importance of sulphur metabolism and including transport systems.

### Other genes involved in selenite reduction

In the mutagenesis experiments, a Se‐delayed mutant was obtained with an insertion in the gene *ccmF*, which encodes a holocytochrome *C* synthetase and is part of the well‐known cytochrome *c* maturation system. All the components of the Ccm system are located in the cytoplasmic membrane, which is responsible for the covalent attachment of haem to the CXXCH motif of apocytochrome in the periplasm (Cianciotto et al., 2005). Mutations in genes of the Ccm system have shown a great variety of phenotypes in bacteria, some of them with opposite effects. For example, in *P. fluorescens* (Gaballa et al., 1996, 1998), *P. aeruginosa* (de Chial et al., 2003) and other bacterial genera (Pearce et al., 1998), mutations in *ccm* genes resulted in reduced production and uptake of siderophores. However, in *P. putida* GB‐1, a reduction in pyoverdine production was not observed in different *ccmF* mutants (de Vrind et al., 1998). This study demonstrated that in *P. putida* GB‐1 mutants in *ccmF* did not have cytochrome oxidase activity, did not contain c‐type cytochromes and were deficient in the oxidation of Mn^2+^. Cianciotto et al. (2005) proposed that low levels of cytosolic haem are produced in *ccm* mutants, which prevents the maturation of several enzymes, including those involved in the biosynthesis of siderophores or in the resistance to oxidative stress. This relationship between the deficiency of the *ccm* genes and the impairment of the response to oxidative stress could explain the phenotype observed in the mutant *ccmF* concerning the reduction of selenite. Transcriptomic analysis also revealed that the presence of selenite led to the underexpression of two operons related to cytochrome activity and oxidative phosphorylation (Figure 5 and Figure S12). 

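The genes of the cytochrome *bc*1 complex and of a *cbb*3-type oxidase were among those that fell most with selenite. In the first group, PP_1319 went from 2000 ± 12.1 CPM (SD, n = 2) in LB to 121 ± 16.6 CPM (SD, n = 2), a log2 fold change of −4.04 (standard error 0.09, adjusted p = 1.02e-10 from edgeR's quasi-likelihood test), while PP_1318 had −3.73 (standard error 0.07, adjusted p = 1.30e-14 from the same test) and PP_1317 −2.92 (standard error 0.06, adjusted p = 3.68e-14). In the second, PP_4253 went from 3826 ± 81.2 to 109 ± 25.3 CPM (SD, n = 2), a 35.2-fold decrease with a log2 fold change of −5.14 (standard error 0.26, adjusted p = 0.00205 from edgeR's quasi-likelihood test), PP_4252 had −4.64 (standard error 0.09, adjusted p = 8.92e-09), PP_4251 −4.22 (standard error 0.13, adjusted p = 4.53e-07) and PP_4250 −3.00 (standard error 0.06, adjusted p = 2.12e-14). All 7 genes fell (7 over the list alone as well), with a median of −4.04 (camera, adjusted p = 6.73e-06; adjusted p = 0.408 with an estimated correlation). The study chose them on the same samples, so this is not independent evidence. PP_4250 to PP_4253 are also in the list of low-oxygen marker genes. For them, too, more oxygen left in slowed cultures cannot be told apart from a direct effect of selenite.

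The 9 genes of cytochrome *c* maturation, a list that includes *ccmF*, all fell as well (9 over the list alone), with a median log2 fold change of −1.17 (camera, adjusted p = 2.35e-05; adjusted p = 0.408 with an estimated correlation). Their largest decrease was that of PP_4321, from 186 ± 4.24 to 47.9 ± 2.12 CPM (SD, n = 2), with −1.95 (standard error 0.05, adjusted p = 2.36e-13 from edgeR's quasi-likelihood test).

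**Figure D5:**
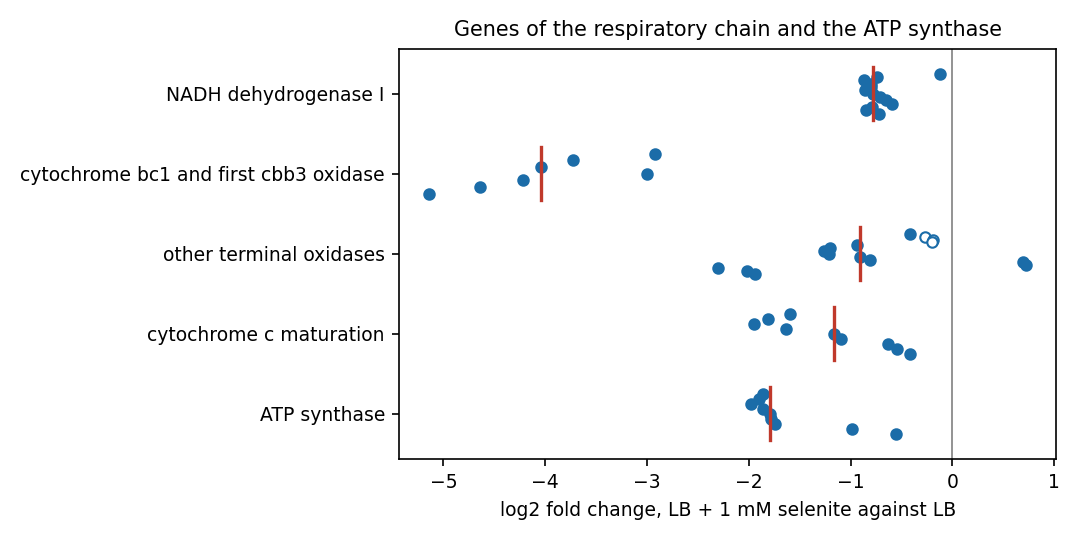
Log2 fold change (selenite against LB) of each gene in 5 groups of the respiratory chain. Filled points passed edgeR's quasi-likelihood test at an adjusted p under 0.05, open points did not, and red lines are group medians, from −0.78 in NADH dehydrogenase I to −4.04 in cytochrome *bc*1 and the first *cbb*3 oxidase. Only PP_4256 and PP_4257, among the other terminal oxidases, lie above 0.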

The PP_1317‐PP_1319 operon encodes a ubiquinol‐cytochrome *c* reductase and the PP_4250‐PP_4253 operon encodes a cbb3‐type cytochrome *c* oxidase. It is well known that oxidative phosphorylation has the function of oxidizing nutrients in order to produce adenosine triphosphate (ATP). That these operons are underexpressed in the presence of selenite, could reflect the metabolic failures and damage to cell function generated by the presence of this oxyanion.

During mutagenesis, we isolated other mutants with Tn5 disruptions in genes encoding proteins related to the cell membrane, namely *msbA* (a lipid transporter ABC ATPase), *wzy* (an O‐antigen polymerase) and PP_4799 (a muranoyltetrapeptide carboxypeptidase). The *msbA* and *wzy* genes form an operon in *P. putida* KT2440 and by homology with studies carried out in *P. aeruginosa* (Ghanei et al., 2007; Huszczynski et al., 2020) and other bacteria (Padayatti et al., 2019; Singh et al., 2016; Wiseman et al., 2021) it is possible that in *P. putida* both genes are related to lipopolysaccharides (LPS) trafficking and assembly. Specifically, MsbA is an essential ATP‐binding cassette transporter in Gram‐negative bacteria that flips lipid A with or without core sugars from the cytoplasmic leaflet to the periplasmic leaflet of the inner membrane (Padayatti et al., 2019). In *P. aeruginosa*, it was shown that *msbA* is an essential gene and that the activity of MsbA can be stimulated by lipid A linked to complete core oligosaccharides (Ghanei et al., 2007). The gene *wzy* encodes a polymerase responsible for the biosynthesis of polysaccharides, including LPS (Wiseman et al., 2021). Finally, a mutant in the PP_4799 gene encoding a muranoyltetrapeptide carboxypeptidase (also known as LD‐Carboxypeptidase) was obtained. Homologues in other bacterial genera indicate that these enzymes can cleave amide bonds that link an L‐amino acid to a C‐terminal D‐amino acid, and a role for these enzymes in peptidoglycan recycling has been proposed (Korza & Bochtler, 2005). Based on the results obtained in this study, it is difficult to assign a clear function to these genes (i.e. *msbA*, *wzy* and PP_4799) in the metabolism of selenium. It is likely that they participate in the transport of selenite/selenium in the cell or rather they are a response at the membrane level resulting from selenite reduction and the presence of selenium nanoparticles.

Transcriptomic experiments also revealed that exposure to selenite triggered the expression of membrane associated proteins (Figure 5). It was possible to observe in the presence of selenite the overexpression of transporters related to the uptake of amino acids (operon PP_1297, PP_1298, PP_1299 and PP_1300) and ribose (PP_2456, PP_2455). 

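The genes of the operon PP_1297 to PP_1300 all rose, by different amounts. PP_1300 went from 21.4 ± 0.545 CPM (SD, n = 2) in LB to 155 ± 10.1 CPM (SD, n = 2) with selenite, a 7.27-fold change (log2 fold change 2.86, standard error 0.07, adjusted p = 6.63e-14 from edgeR's quasi-likelihood test), and PP_1297 from 70.8 ± 1.59 to 435 ± 30.5 CPM (SD, n = 2), with 2.62 (standard error 0.05, adjusted p = 9.97e-14 from the same test). PP_1299 had a log2 fold change of 2.64 (standard error 0.08, adjusted p = 1.48e-12) and PP_1298 one of 2.10 (standard error 0.10, adjusted p = 3.57e-09). Of the ribose transporter genes, PP_2455 rose from 28.9 ± 3.60 to 130 ± 7.95 CPM (SD, n = 2), with 2.17 (standard error 0.08, adjusted p = 3.31e-10 from edgeR's quasi-likelihood test), and PP_2456 from 11.2 ± 0.292 to 53.9 ± 3.92 CPM (SD, n = 2), with 2.27 (standard error 0.09, adjusted p = 2.55e-11). In each of these 6 genes the difference between conditions was larger than the spread between replicates.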

The differences in expression patterns in membrane proteins can be explained considering that selenite reduction leads to the accumulation of extracellular selenium nanoparticles, which could lead to a significant rearrangement of the membrane proteome.

## CONCLUSION

This work provides the first molecular insights of selenium metabolism in *P. putida* KT2440. This bacterium has a specialized central metabolism and enzymatic machinery for producing high reducing power. This characteristic makes *P. putida* an excellent bacterial model for studying chemical biotransformations that involve a reduction process, such as transforming selenite into selenium. This process is dependent on a number of coordinated cellular functions that when individually inactivated result in partial (or delayed) selenite reduction but not in its complete suppression. Our results suggest that the reduction process is carried out by an interconnected pathway involving sulphur metabolism (represented by genes *cysG*, *sqr*, *pdo2*, *sqrR*, *ssuEF and sfnCE*), 2‐oxoglutarate/glutamate metabolism (represented by genes *sucA*, D2HGDH and PP_3148) and oxidative stress response (represented by genes *Gqr*, *lsfA*, *ahpCF* and *sadI*). Genes *sucA*, D2HGDH and PP_3148 encode central metabolic enzymes related to the 2‐ketoglutarate metabolism, a key molecule and the starting point for the synthesis of glutamate and glutathione, therefore establishing a potential link between these central metabolic reactions and the response to oxidative stress. Thus, considering that sulphur metabolism is also interconnected with glutathione metabolism (Figure 7), we propose that in *P. putida* KT2440, the reduction of selenite is carried out through the metabolism of inorganic sulphur (${\mathrm{SO}}_{3}^{-2}$➔H_2_S) and the response to oxidative stress mediated by glutathione (Figure 8). This study not only sheds light on the metabolism of selenium in *P. putida* but also (i) reports the involvement of genes that had not been related to the metabolism of selenium in any other bacterial genus and (ii) highlights genes of biotechnological interest (*sqrR*, *pdo2* and *sqr*) whose suppression generates the production of selenium nanoparticles at a higher rate than the WT strain. The data provided in this study brings us closer to understanding the metabolism of selenium in bacteria, and to the development of biotechnological tools that can be used to recover this element from the environment.

**FIGURE 8:**
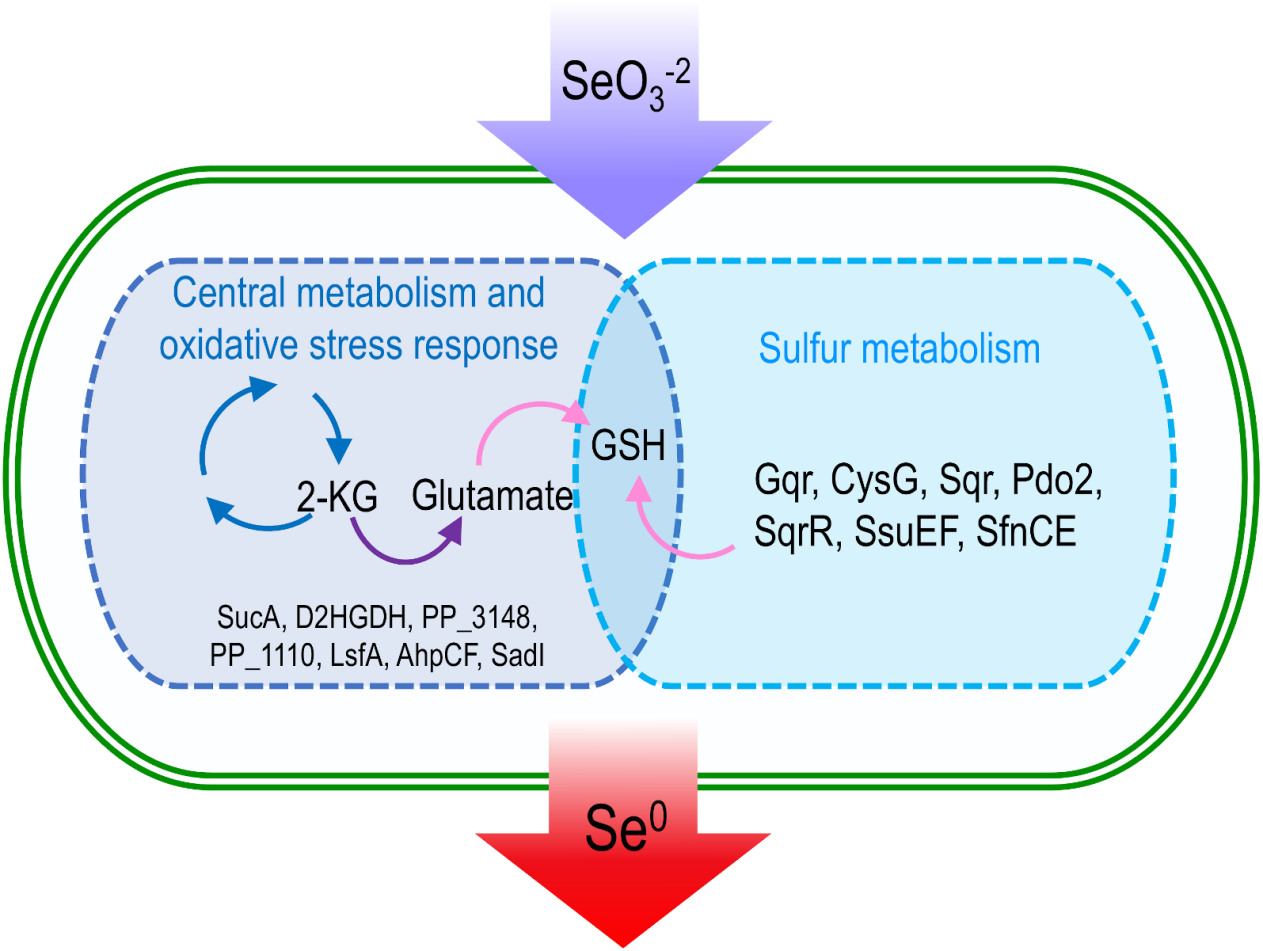
Molecular actors involved in selenite reduction in *Pseudomonas putida* KT2440. Enzymes of central metabolism, oxidative stress response and sulphur metabolism participating in the reduction of selenite to selenium nanoparticles. Both steps converge in the production of glutathione.

## AUTHOR CONTRIBUTIONS

**Roberto Avendaño:** Formal analysis (equal); investigation (lead); visualization (equal); writing – original draft (supporting); writing – review and editing (supporting). **Said Muñoz‐Montero:** Formal analysis (equal); visualization (equal); writing – original draft (supporting); writing – review and editing (supporting). **Diego Rojas‐Gätjens:** Formal analysis (equal); investigation (supporting); visualization (equal); writing – original draft (supporting); writing – review and editing (supporting). **Paola Fuentes‐Schweizer:** Formal analysis (supporting); investigation (supporting); writing – original draft (supporting); writing – review and editing (supporting). **Sofia Vieto:** Formal analysis (supporting); investigation (supporting); writing – original draft (supporting); writing – review and editing (supporting). **Rafael Montenegro:** Formal analysis (supporting); investigation (supporting); writing – original draft (supporting); writing – review and editing (supporting). **Manuel Salvador:** Formal analysis (supporting); investigation (supporting); writing – original draft (supporting); writing – review and editing (supporting). **Rufus Frew:** Formal analysis (supporting); investigation (supporting); writing – original draft (supporting); writing – review and editing (supporting). **Juhyun Kim:** Formal analysis (supporting); investigation (supporting); writing – original draft (supporting); writing – review and editing (supporting). **Max Chavarría:** Conceptualization (equal); formal analysis (equal); funding acquisition (equal); project administration (equal); supervision (equal); visualization (equal); writing – original draft (equal); writing – review and editing (equal). **Jose I. Jiménez:** Conceptualization (equal); formal analysis (equal); funding acquisition (equal); project administration (equal); supervision (equal); visualization (equal); writing – original draft (equal); writing – review and editing (equal).

## CONFLICT OF INTEREST

The authors declare no competing financial interests.

## Supporting information

Appendix S1.

Figure S1.

Figure S2.

Figure S3.

Figure S4.

Figure S5.

Figure S6.

Figure S7.

Figure S8.

Figure S9.

Figure S10.

Figure S11.

Figure S12.

Figure S13.

Figure S14.

Figure S15.

Video S1.

Data S1.

Data S2.

# Supplementary material for: Production of selenium nanoparticles occurs through an interconnected pathway of sulphur metabolism and oxidative stress response in Pseudomonas putida KT2440
**Source:** Microb Biotechnol. 2023 Jan 22;16(5):931–46. doi: 10.1111/1751-7915.14215
**Supplement:** Supplementary file 1 — Appendix S1.

Supplementary information for

Selenite reduction in *Pseudomonas putida* KT2440 occurs through an interconnected pathway involving inorganic sulfur metabolism and oxidative stress response

Roberto Avendaño^1^, Said Muñoz-Montero^2^, Diego Rojas-Gätjens^1^, Paola Fuentes-Schweizer^3,4^, Sofía Vieto^1^, Rafael Montenegro^1^, Manuel Salvador^5^, Rufus Frew^6^, Juhyun Kim^7^, Max Chavarría^1,3,8*^ and Jose I. Jiménez^2*^

^1^Centro Nacional de Innovaciones Biotecnológicas (CENIBiot), CeNAT-CONARE, 1174-1200 San José (Costa Rica). ^2^Department of Life Sciences, Imperial College London, South Kensington campus, London SW7 2AZ (United Kingdom). ^3^Escuela de Química, Universidad de Costa Rica, 11501-2060 San José (Costa Rica). ^4^Centro de Electroquímica y Energía Química (CELEQ), Universidad de Costa Rica, 11501-2060 San José (Costa Rica). ^5^Biotechnology Applications, IDENER Research & Development, Earle Ovington 24 Nave 8-9, Seville 41300 (Spain). ^6^Department of Chemistry, University of Leicester, Leicester LE1 7RH, (United Kingdom). ^7^School of Life Sciences, BK21 FOUR KNU Creative BioResearch Group, KNU Institute for Microorganisms, Kyungpook National University, Daegu 41566 (Republic of Korea). ^8^Centro de Investigaciones en Productos Naturales (CIPRONA), Universidad de Costa Rica, 11501-2060 San José (Costa Rica).

Department of Life Sciences

Imperial College London

South Kensington Campus

London, SW7 2AZ

United Kingdom

Escuela de Química & Centro de Investigaciones en Productos Naturales (CIPRONA)

Universidad de Costa Rica

Sede Central, San Pedro de Montes de Oca

San José, 11501-2060, Costa Rica

**Supplementary Tables**

**Table S1**. List of overexpressed Gene Ontology functions

**Table S2**. List of underexpressed Gene Ontology functions

| category | pvalue | numDEInCat | numInCat | term | ontology |
| --- | --- | --- | --- | --- | --- |
| GO:0006412 | 8.84E-09 | 50 | 64 | translation | BP |
| GO:0007165 | 0.000510752 | 28 | 36 | signal transduction | BP |
| GO:0006782 | 0.000699073 | 10 | 10 | protoporphyrinogen IX biosynthetic process | BP |
| GO:0006096 | 0.000889921 | 10 | 10 | glycolytic process | BP |
| GO:0017004 | 0.003467099 | 10 | 11 | cytochrome complex assembly | BP |
| GO:0006935 | 0.003629206 | 29 | 41 | chemotaxis | BP |
| GO:0006417 | 0.004975633 | 6 | 6 | regulation of translation | BP |
| GO:0044205 | 0.006529388 | 7 | 7 | 'de novo' UMP biosynthetic process | BP |
| GO:0008615 | 0.012956241 | 6 | 6 | pyridoxine biosynthetic process | BP |
| GO:0006457 | 0.022597303 | 15 | 21 | protein folding | BP |
| GO:0042773 | 0.026715406 | 5 | 5 | ATP synthesis coupled electron transport | BP |
| GO:0006094 | 0.033515037 | 7 | 8 | gluconeogenesis | BP |
| GO:0045892 | 0.035586363 | 11 | 15 | negative regulation of transcription, DNA-templated | BP |
| GO:0006520 | 0.040308198 | 10 | 13 | cellular amino acid metabolic process | BP |
| GO:0006352 | 0.048860879 | 14 | 21 | DNA-templated transcription, initiation | BP |
| GO:0005840 | 2.71E-07 | 34 | 42 | ribosome | CC |
| GO:0005737 | 0.003253104 | 197 | 359 | cytoplasm | CC |
| GO:0032993 | 0.007105637 | 13 | 16 | protein-DNA complex | CC |
| GO:0015935 | 0.007811049 | 6 | 6 | small ribosomal subunit | CC |
| GO:0015934 | 0.013011445 | 7 | 8 | large ribosomal subunit | CC |
| GO:0045261 | 0.024393118 | 5 | 5 | proton-transporting ATP synthase complex, catalytic core F(1) | CC |
| GO:0019867 | 0.027048664 | 12 | 16 | outer membrane | CC |
| GO:0045263 | 0.037238775 | 4 | 4 | proton-transporting ATP synthase complex, coupling factor F(o) | CC |
| GO:0043190 | 0.048200913 | 34 | 56 | ATP-binding cassette (ABC) transporter complex | CC |
| GO:0003735 | 5.05E-10 | 45 | 54 | structural constituent of ribosome | MF |
| GO:0003700 | 1.11E-08 | 163 | 252 | DNA-binding transcription factor activity | MF |
| GO:0019843 | 5.93E-07 | 31 | 37 | rRNA binding | MF |
| GO:0000049 | 0.001342403 | 21 | 27 | tRNA binding | MF |
| GO:0000976 | 0.002366267 | 13 | 15 | transcription cis-regulatory region binding | MF |
| GO:0051082 | 0.002373321 | 11 | 12 | unfolded protein binding | MF |
| GO:0001217 | 0.007187085 | 9 | 10 | DNA-binding transcription repressor activity | MF |
| GO:0008137 | 0.008806499 | 9 | 10 | NADH dehydrogenase (ubiquinone) activity | MF |
| GO:0016987 | 0.009369077 | 18 | 25 | sigma factor activity | MF |
| GO:0046933 | 0.011855486 | 8 | 9 | proton-transporting ATP synthase activity, rotational mechanism | MF |
| GO:0048038 | 0.01598414 | 11 | 14 | quinone binding | MF |
| GO:0004519 | 0.031082771 | 11 | 15 | endonuclease activity | MF |
| GO:0004356 | 0.032923826 | 7 | 8 | glutamate-ammonia ligase activity | MF |
| GO:0020037 | 0.038913599 | 32 | 52 | heme binding | MF |
| GO:0008289 | 0.039735835 | 4 | 4 | lipid binding | MF |
| GO:0001216 | 0.041645693 | 8 | 10 | DNA-binding transcription activator activity | MF |
| GO:0050661 | 0.043662632 | 17 | 25 | NADP binding | MF |
| GO:0000287 | 0.044190909 | 45 | 76 | magnesium ion binding | MF |

**Table S3**. List of primers used for the construction of the plasmids for the complementation experiments.

| Primer | Sequence | Gene | Restriction enzyme |
| --- | --- | --- | --- |
| EcoRI-PP_3998F | TGCCGGAATTCTTGTTTCAGGAGCTCACAA | *gqr* | EcoRI |
| HindIII-PP_3998R | CCCAAGCTTTCAAGCCTGCCAAATC |  | HindIII |
| EcoRI-PP_4936F | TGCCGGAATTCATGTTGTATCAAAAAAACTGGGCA | *wzy* | EcoRI |
| HindIII-PP_4936R | CCCAAGCTTTCAGGTTGAACCGGCAATT |  | HindIII |
| EcoRI-PP_4322F | TGCCGGAATTCTCATGCAGCTGCTCCA | *ccmF* | EcoRI |
| HindIII-PP_4322R | CCCAAGCTTTCATGCAGCTGCTCCA |  | HindIII |
| BamHI-PP_4189F | TTCGCGGATCCATGCAAGAAAGCGTGATG | *sucA* | BamHI |
| HindIII-PP_4189R | CCCAAGCTTTTAGACAGTGAAGGCGTCTT |  | HindIII |
| BamHI-PP_4935F | TTCGCGGATCCATGGCCGAAACACCG | *msbA* | BamHI |
| HindIII-PP_4935R | CCCAAGCTTTCAGGTGATATCGGCCTTG |  | HindIII |
| EcoRI-PP_4799F | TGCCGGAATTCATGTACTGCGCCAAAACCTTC | *IdcA* | EcoRI |
| HindIII-PP_4799R | CCCAAGCTTTCACGCCCTGAACAGATC |  | HindIII |
| EcoRI-PP_3999F | TGCCGGAATTCATGGATTACCTGCCGCTGT | *cysG* | EcoRI |
| HindIII-PP_3999R | CCCAAGCTTTCAGCTGTTCTGCGAACCTT |  | HindIII |
| EcoRI-PP_5154 | TGCCGGAATTCATGACCCTTGTCGACCC | D2HGDH | EcoRI |
| HindIII-PP_5154R | CCCAAGCTTTTATTCAGGTGCGAAGATCT |  | HindIII |

**Supplementary Figures**

**Figure S1.** **Growth curves of *P. putida* KT2440 and deficient strains in A) LB medium and B) LB medium supplemented with 1 mM selenite**. Bacterial growth was estimated on monitoring the optical density at 600nm (Synergy H1 Hybrid Multi-ModeReader, Biotek, Winooski VT, USA) over three biological replicates of cultures in plates (96 wells; Nunclon Δ Surface;Nunc A/S, Roskilde, Denmark). Plates were incubated at 30°C for 24h with continuous orbital shaking at 180 r.p.m.; the optical density was measured every 10min.

**Figure S2.** **Growth of *P. putida* KT2440 and delayed (A) or fast (B) mutants in the presence of 1 mM selenite assessed by CFU determination.** Cells were cultured during 22 h in LB with selenite and cell abundance was determined from colonies formed after plating serial dilutions on TSA-agar.

**Figure S3. Growth curves of *P. putida* KT2440 and fast strains in A) LB medium and B) LB medium supplemented with 1 mM selenite**. Bacterial growth was estimated on monitoring the optical density at 600nm (Synergy H1 Hybrid Multi-ModeReader, Biotek, Winooski VT, USA) over three biological replicates of cultures in plates (96 wells; Nunclon Δ Surface;Nunc A/S, Roskilde, Denmark). Plates were incubated at 30°C for 24h with continuous orbital shaking at 180 r.p.m.; the optical density was measured every 10min.

**Figure S4. Photographs of *P. putida* KT2440 (WT) and the twelve delayed mutants grown in LB supplemented with 1 mM selenite after A) 48 hours and B) 72 hours of incubation.** As observed in the photographs after 48 hours, the delayed mutants manage to produce the same reddish coloration as the wild type strain.

**Figure S5. Growth of deficient strains complemented with the corresponding gene in trans in the presence of selenite**. The complementation experiments implied the expression of each gene with 3MB as inductor in the corresponding mutant strain (second row). Deficient strains carrying the pSEVA438 vector served as controls (first row). The photographs were taken after 24 h of culture in LB medium in the presence of selenite 1 mM and Sm 100 µg ml^−1^.

**Figure S6. Reference pathways for sulfur metabolism obtained from The KEGG PATHWAY database**. Genes underexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in green. Genes overexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in red.

**Figure S7.** **Reference pathways for arginine biosynthesis obtained from The KEGG PATHWAY database**. Genes underexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in green.

**Figure S8.** **Reference for ABC transporters obtained from The KEGG PATHWAY database**. Genes underexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in green. Genes overexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in red.

**Figure S9.** **Reference for two-component systems obtained from The KEGG PATHWAY database**. Genes underexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in green. Genes overexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in red.

**Figure S10**. **Reference pathways for valine, leucine and isoleucine degradation obtained from The KEGG PATHWAY database**. Genes overexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in red.

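Genes for the degradation of branched-chain amino acids rose with selenite. Of 11 genes of this pathway, 9 rose, none fell and 2 did not pass (9 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.79 (camera, adjusted p = 0.00116; adjusted p = 0.408 with an estimated correlation). The increase was steepest in the neighbouring genes PP_4064 to PP_4067. PP_4067 went from 58.7 ± 2.76 CPM (SD, n = 2) in LB to 362 ± 8.30 CPM (SD, n = 2), a log2 fold change of 2.62 (standard error 0.05, adjusted p = 1.16e-14 from edgeR's quasi-likelihood test), PP_4066 had 2.56 (standard error 0.07, adjusted p = 2.63e-13 from the same test), PP_4065 2.35 (standard error 0.05, adjusted p = 6.63e-14) and PP_4064 1.77 (standard error 0.06, adjusted p = 4.04e-10). PP_4401 and PP_4667 did not pass, with log2 fold changes of −0.10 and −0.06.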

**Figure S11. Reference pathway for TCA cycle obtained from The KEGG PATHWAY database**. Genes underexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in green. Genes overexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in red.

**Figure S12. Reference pathways for oxidative phosphorylation obtained from The KEGG PATHWAY database**. Genes underexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in green.

**Figure S13.** **Reference pathways for glyoxylate and dicarboxylate obtained from The KEGG PATHWAY database**. Genes underexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in green. Genes overexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in red.

**Figure S14.** **Reference pathways for bacterial chemotaxis obtained from The KEGG PATHWAY database**. Genes underexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in green. Genes overexpressed in *P. putida* KT2440 in the presence of selenite in transcriptomic experiments are marked in red.

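Flagellar and chemotaxis genes were mostly lower with selenite. Of 67 tested genes of the cluster from PP_4328 to PP_4397, 42 fell, 6 rose and 19 did not pass (42 and 6 over the list alone as well), with a median log2 fold change of −0.28 (camera, adjusted p = 6.73e-06; adjusted p = 0.501 with an estimated correlation). With total counts only, 28 fell and 17 rose, at a median of −0.06. PP_4378, one of the most abundant transcripts, went from 29244 ± 886 CPM (SD, n = 2) in LB to 10840 ± 338 CPM (SD, n = 2) with selenite, a log2 fold change of −1.43 (standard error 0.04, adjusted p = 1.42e-13 from edgeR's quasi-likelihood test). Its neighbours PP_4377 and PP_4376 had log2 fold changes of −1.33 (standard error 0.06, adjusted p = 1.71e-10 from the same test) and −1.17 (standard error 0.06, adjusted p = 3.26e-10), and PP_4337 one of −1.26 (standard error 0.04, adjusted p = 9.07e-13).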

**Figure S15. Reproducibility of RNAseq experiments.** FPKM values obtained for each gene in two separate experiments corresponding to the same condition (left: no selenite; right: with 1 mM selenite) are plotted against each other together with a linear regression fit. The slope and R-square are close to 1 in both cases.

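Between the 2 LB cultures, the CPM of 5729 genes correlated with a Pearson r of 0.998, a slope of 0.998 and an R-square of 0.996. Between the 2 cultures with selenite r was 0.998, the slope 0.987 and the R-square 0.997. These are values across genes, which are not independent replicates, and abundant genes dominate them on the linear scale. On the log2 scale, with 1 CPM added, the R-square was 0.992 in LB and 0.995 with selenite, and the SD of the log2 ratio between replicates was 0.22 in LB and 0.16 with selenite. Figure S15 plots FPKM, which divide the counts by gene length as well, whereas the values given here are CPM.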

How the deposited data were processed for this re-analysis (not part of the article)

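RNA was sequenced from 4 cultures of *P. putida* KT2440: LB replicates 1 and 2, and selenite replicates 1 and 2, which were grown in LB and exposed to 1 mM selenite for 1 h. The deposited file holds 1 value per gene and sample. These are the counts of mapped reads that the authors made from the reads left after removal of low-quality ones, without normalization. They were entered under the unit of estimated counts only because a summary line at the end of the deposited file holds decimals; each value of a gene is a whole number, and nothing had to be rounded. That line and a line of totals were left out. The aligner, the counting tool and the use of strand are not given in the sources used here.

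The file covers 5729 genes: 5564 with locus tags of the form used for protein-coding genes, 21 of ribosomal RNA, 75 of transfer RNA and 69 others. Counts per sample ran from 15103638 to 16677956. In 5721 genes there was at least 1 count, and 5619 had at least 10 counts in every sample. The 2 cultures per condition leave 2 residual degrees of freedom.

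Selenite was compared with LB in R 4.3.3 with edgeR 4.0.16: TMM factors (0.943 and 0.908 in LB, 1.08 and 1.08 with selenite), filterByExpr on the 2 groups (5670 genes tested), the quasi-likelihood F test with robust estimation, no other covariate, and Benjamini-Hochberg adjustment. The standard errors given are the absolute log2 fold change divided by the square root of F, and so are approximate. The common dispersion was 0.00669. Differentially expressed genes had an adjusted p under 0.05 and a log2 fold change above 2 or below −2, the thresholds of the paper.

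The 32 gene lists were tested with camera (limma 3.58.1) on log2 CPM at a preset correlation of 0.01, with adjustment over the lists, again with the correlation estimated from the data, and with fry. Their membership rests on general knowledge of the species or, for 6 lists, on the choice of the study, and could not be extended by annotation because the gene table at hand uses other locus tags. PP_0779 was dropped from 2 lists because Data S1 annotates it, by its GeneID, with another function.

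The lists, the tests and most alternatives were set before the data were examined. So was the rule for the genes named in the text, which has 3 parts: every gene that the paper names for its transcriptome, in Figures 3 and 5 or in Table 1; the 10 largest positive and the 10 most negative log2 fold changes among genes past the adjusted p, with samples that do not overlap and at least 50 counts in the mean of the higher group; and up to 4 members per list with the largest change past the adjusted p. It names 157 genes. Other members of a list are named beside the list's count to show its range. Values of Figures 3 and 5 and of the first lines of Data S1 had been seen before the rule was written.

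The alternatives were DESeq2 1.42.0 (unshrunken fold changes, and shrunken ones of type normal), limma voom, RLE and upper-quartile factors, total counts only, no filter on low counts, at least 10 counts in every sample, thinning to the smallest library, leaving out the 10 largest genes of any sample, a replicate block, and leaving out each replicate in turn. Another 3 were chosen after seeing the data: DESeq2 with shrinkage by apeglm 1.24.0, leaving out the genes of ribosomal RNA, and a crossed replicate block.

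The tests were tested on simulated data with the depth and spread of these samples. edgeR called 50 of 50 genes in each direction simulated at a log2 fold change of 2 or −2 and 48 of 50 at 1 or −1, and 0.219% of the unchanged genes that were tested. Only 50 genes were changed at each level, balanced in direction, whereas far more genes were called in the samples. The simulation therefore does not test the scaling, and its share of false calls need not hold for the samples.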

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

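The 2 lists below were fixed before the data were examined, and the 2 genes follow from the rule for named genes; no further test was made on them.

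Genes of the SOS response, which the paper does not discuss, rose with selenite: 5 of 5 (5 also when adjusted over the list alone), with a median log2 fold change of 0.79 (camera, adjusted p = 0.00517; adjusted p = 0.408 with an estimated correlation). PP_3116 went from 22.6 ± 2.23 CPM (SD, n = 2) in LB to 57.1 ± 1.77 CPM (SD, n = 2), a log2 fold change of 1.34 (standard error 0.08, adjusted p = 2.27e-09 from edgeR's quasi-likelihood test). PP_2142, PP_2143 and PP_1629 rose by 0.81, 0.79 and 0.62 on the log2 scale.

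Genes of nicotinate degradation, also outside the paper's discussion, rose in 8 of 10 cases, with 2 that did not pass (9 when adjusted over the list alone). The median log2 fold change was 1.10 (camera, adjusted p = 0.00125; adjusted p = 0.408 with an estimated correlation). PP_3945 went from 7.27 ± 0.145 to 38.7 ± 4.61 CPM (SD, n = 2), a log2 fold change of 2.41 (standard error 0.12, adjusted p = 1.99e-10 from edgeR's quasi-likelihood test), and PP_3947 and PP_3948 rose by 1.68 and 1.65 on the log2 scale.

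PP_5496 and PP_1662 are among the 10 largest increases and are not named by the paper. PP_5496 rose from 7.22 ± 1.51 to 85.5 ± 13.5 CPM (SD, n = 2) and PP_1662 from 2.00 ± 0.245 to 23.6 ± 2.30 CPM (SD, n = 2), with log2 fold changes of 3.56 each, and both were higher in 2 of 2 selenite replicates than in either LB replicate.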

How the results depend on the processing

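The alternatives with apeglm, without the genes of ribosomal RNA and with a crossed replicate block were chosen after the results had been seen. Of the 157 named genes, 152 passed the adjusted p, and 134 of these did so in the same direction under every alternative that could be run. Over all alternatives 2739 values of these genes kept direction and side of the threshold, 65 (17 genes) no longer passed, 4 (3 genes) newly passed and 14 (7 genes) changed sign. Of 23 lists called, 19 were called under every alternative except the estimated correlation, under which 0 were called. DESeq2 gave 89 and 67 genes past the thresholds, or 83 and 60 with shrinkage of type normal and 86 and 63 with apeglm, limma voom 90 and 62. Leaving out 1 replicate gave 81 to 93 above and 57 to 67 below, of which 79 to 88 and 53 to 61 were shared; the lone sample is then assumed to vary like the other group. PP_2773 has no value with the filter at 10 counts in every sample.

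With total counts only, 2783 genes were higher and 938 lower; the median of all genes moves to 0.25 on that scale. Small changes then changed sign: PP_0051 (0.0355), *katE* (0.18), PP_1505 (0.11), *wzy* (0.18), PP_5347 (0.0108) and the glutathione list, whose test turned upward (median 0.38). The log2 fold change of PP_2370 was −0.0144 with DESeq2 and unshrunken fold changes, −0.0143 with fold changes shrunken by type normal and with RLE size factors, and −0.0139 with fold changes shrunken by apeglm. The test of the mutagenesis list turned upward with DESeq2 (median −0.0358), shrinkage of type normal (−0.0352) and apeglm (−0.0337). Without 1 replicate, *katE* ran from −0.12 to 0.0165, PP_2370 from −0.10 to 0.10, *katG* from −0.0017 to 0.21, and the medians of the glutathione and pyoverdine lists from 0.12 to 0.18 and from −0.0185 to 0.0655. The cause was not tested. The share of counts in the largest genes was 25.7% for 10 genes and 30.7% for the 20 largest genes.

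Lists that lost their call elsewhere were anaplerosis, haem biosynthesis, prophage clusters and, with the replicate block, sulphur oxidation. The replicate block gave 1725 genes higher and 1728 lower, 86 and 59 past the thresholds. The samples share only a number: deviations of same-numbered samples correlated at −0.158. The crossed block gave 1750 higher and 1704 lower.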

Differences from the paper's values

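No fold change or count that the paper states differs from the value here by more than the errors of both, at the settings used for the passages. The statements below differ from the values here.

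The paper says that the catalases KatA, KatE and KatG were not differentially expressed. Here *katA* fell past both thresholds, with a log2 fold change of −2.11 (standard error 0.05, adjusted p = 1.06e-13 from edgeR's quasi-likelihood test), and Data S1, the paper's own table, gives −2.13 with an adjusted p of 9.29e-156. It is within the threshold of −2 with total counts only, at −1.89. *katE* and *katG* did not pass at the settings used.

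The paper calls *sucA*, *sucB*, *lpdA* and the genes of succinate dehydrogenase and pyruvate carboxylase underexpressed. Here all of these fell at the adjusted p, and none reached the threshold of −2 that the methods state. It also names *sqr* and *pdo2*, with PP_0054, as the only overexpressed genes of the screen; these 3 passed both thresholds here, and *gqr* (PP_3998) and *msbA* (PP_4935) rose by 0.29 and 0.11 at the adjusted p alone; neither passed with DESeq2, the tool of the paper.

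Table S2 lists protein folding and unfolded protein binding among the underexpressed functions. Here 11 of 13 genes of the chaperone list rose and 2 fell. That list was made from general knowledge and is not the gene set of either category, and their overlap was not counted. Some categories of that table, such as cytoplasm, hold more genes than the 62 that were lower here past the thresholds of the paper; the table does not state its own thresholds. With the adjusted p alone, 1689 genes were lower.

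The text counts the underrepresented functional categories of Figure 4 higher than the figure draws them. It assigns PP_0235 to SsuEF, while Data S1 annotates that gene as a peroxiredoxin of the alkyl hydroperoxide reductase C family. The methods name apeglm for the fold changes. *katA* is at −2.13 both in Data S1 and with unshrunken DESeq2 fold changes. A gene with so small a standard error hardly moves with shrinkage, so this value cannot tell whether Data S1 is shrunken.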

Other observations

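The gene lists in the first paragraphs were fixed before the data were examined; the genes of formate dehydrogenase and cytochrome *c*4 were chosen after their values were seen. Of the tests of explanations, the comparison of gene lengths in Data S1 was set before its result was seen, and the other 7 were chosen after.

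Genes of iron-sulphur cluster assembly rose with selenite, 10 of 10 (10 also when adjusted over the list alone), with a median log2 fold change of 2.10 (camera, adjusted p = 6.56e-06; adjusted p = 0.408 with an estimated correlation). PP_0433, named *erpA* in Data S1, went from 71.4 ± 2.05 CPM (SD, n = 2) in LB to 453 ± 24.8 CPM (SD, n = 2), and PP_0843 had a log2 fold change of 2.38 (standard error 0.08, adjusted p = 3.00e-10 from edgeR's quasi-likelihood test). Of 13 chaperone and heat shock genes, 11 rose and 2, PP_0625 and PP_5108, fell (11 and 2 over the list alone as well), with a median of 0.79 (camera, adjusted p = 0.000547; adjusted p = 0.501 with an estimated correlation). PP_1982 rose from 351 ± 6.45 to 2651 ± 197 CPM (SD, n = 2), with 2.92 (standard error 0.06, adjusted p = 5.45e-14 from edgeR's quasi-likelihood test). With total counts only, the 2 that fell did not pass.

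Of 14 genes of aromatic amino acid and beta-ketoadipate catabolism, 8 rose, 1 fell and 5 did not pass, with a median of 0.49 (camera, adjusted p = 0.00821; adjusted p = 0.408 with an estimated correlation), and PP_4619 had a log2 fold change of 3.05 (standard error 0.21, adjusted p = 0.0029 from edgeR's quasi-likelihood test). Of 8 genes of haem biosynthesis, 7 fell and 1 rose, with a median of −0.46 (camera, adjusted p = 0.0134; adjusted p = 0.408 with an estimated correlation), or −0.24 with total counts only; the call ends with DESeq2 and fold changes shrunken by type normal (adjusted p = 0.0920) or by apeglm (adjusted p = 0.0981). Of 187 genes of the prophage clusters, 72 fell, 24 rose and 91 did not pass, with a median of −0.17, or 0.05 with total counts only (camera, adjusted p = 0.0170, and adjusted p = 0.656 with an estimated correlation). The call of camera ends with DESeq2 (adjusted p = 0.378) and without LB replicate 1. The test fry asks another question, whether the list changed at all rather than more than other genes, and did not pass either (adjusted p = 0.109). The 7 genes of pyoverdine and iron uptake (2 higher, 3 lower, median 0.04; camera, adjusted p = 0.975; adjusted p = 0.982 with an estimated correlation) and the 4 stationary-phase markers (1 higher, 2 lower, median −0.42; camera, adjusted p = 0.308; adjusted p = 0.563 with an estimated correlation) did not pass.

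Genes that Data S1 names *fdoH*, *fdoI* and *fdhE* (PP_0490, PP_0491 and PP_0492) fell with selenite, with log2 fold changes of −2.96 (standard error 0.10, adjusted p = 1.34e-07 from edgeR's quasi-likelihood test), −2.80 and −2.39, and PP_0126, annotated there as cytochrome *c*4, with −3.63 (standard error 0.07, adjusted p = 6.63e-14 from the same test). Of the genes that the paper gives for the steps from GABA to succinate, PP_0213, PP_0214 and PP_4422 fell by 0.66, 0.46 and 0.35 on the log2 scale, while PP_2488 and PP_2799 rose by 0.16 and 0.60, as did *sadI*; PP_4422, PP_2488 and PP_2799 do not pass with DESeq2.

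The 12 genes of the low-oxygen list, 8 of which are also in lists that the study chose on these samples, fell in 11 cases, with 1 that did not pass (11 over the list alone as well; median −3.61; camera, adjusted p = 1.23e-07; adjusted p = 0.408 with an estimated correlation). These 8 carry the median, so neither it nor the list p is independent of that choice; the other 4, PP_4870, PP_0504, PP_4264 and PP_2943, had log2 fold changes of −2.32, −1.27, −1.04 and −0.11 (adjusted p = 0.00214, 2.60e-12, 7.94e-10 and 0.496 from edgeR's quasi-likelihood test), and the tests below speak for the list median alone. A few abundant genes taking most of the counts would shift all genes by a similar amount. Under 3 other scalings and without the 10 largest genes, the median of all genes lay between 0.0097 and 0.25. The list median nearest 0 was −3.39. None of these settings could have brought it near 0, so this shows only that the fall does not rest on the scaling chosen. The total counts of any 2 samples differ by at most 0.14 on the log2 scale. The fold changes are already scaled by library size, so this comparison cannot decide whether library size played a part. An earlier stage of faster growth would raise the genes of ribosomal proteins, but 32 of 32 were lower (camera, adjusted p = 8.73e-09, and adjusted p = 0.408 with an estimated correlation), with a median of −0.36 at the scaling nearest 0. These genes lie close together, from PP_0443 to PP_0480, and their values speak only against faster growth. An earlier stage as such stays open, because the stationary-phase markers were mixed. Of these, PP_1623 and PP_1210 had log2 fold changes of −0.80 and −1.09, PP_0089 had 0.42 and PP_0115 did not pass. The ribosomal median of −0.59 also fits slowed cultures in which more oxygen was left, which may explain the fall. Without a measurement of density or oxygen in the sampled cultures, this cannot be told apart from a direct effect of selenite.

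Genes that differ between the LB replicates lie together on the chromosome. Of the 20 expressed genes (of 3424) with the largest difference between the LB replicates, 12 lie within 5 locus tags of another, against a median of 0 and a highest value of 7 in 10000 random draws (permutation test over these draws, p = 0.0001, the smallest that they can give), which argues against counting noise. These 12 include PP_3330 to PP_3333 and PP_4836 to PP_4839, and 12 of 12 are higher in LB replicate 2. Their difference had a median size of 0.172 on the log2 scale between the selenite replicates, but as the genes were picked for their difference in LB, a smaller value there decides nothing, and it stays open whether the selenite cultures share the difference; PP_1111 and PP_1112 also differ between the selenite replicates, by 0.45 and 0.43. Of the 12, 7 were lower with selenite at the adjusted p and 6 past the thresholds, and no biological explanation was tested.

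The annotation columns of Data S1 are displaced in 297 of the 814 lines that could be read, from PP_0527 on; the other 4915 lines were not at hand. Gene lengths implied by the paper's counts and FPKM matched the symbol on the line in 0% of 51 displaced lines, and in 96.2% of 52 once joined by the GeneID column, against 95.9% of 145 lines in place. Mean counts followed the gene in the GeneID column in 2.03% of 295 lines and the line's own gene in 100%. The values therefore belong to the gene at the head of the line, and the annotation beside them may belong to another gene, although a length was at hand for only 51 of the 115 symbols on displaced lines.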
